# Gene expression analysis and proximity labeling reveal post-transcriptional functions of the yeast RNA polymerase II regulator Def1

**DOI:** 10.1016/j.jbc.2025.111003

**Published:** 2025-12-05

**Authors:** Oluwasegun T. Akinniyi, Shardul Kulkarni, Mikayla M. Hribal, Cheryl A. Keller, Belinda M. Giardine, Joseph C. Reese

**Keywords:** Def1, RNA polymerase II, transcription, post-transcriptional control, mRNA decay

## Abstract

Def1 is a yeast protein that promotes transcription elongation and regulates the degradation of RNA polymerase II during transcription stress. Although Def1 is localized in the cytoplasm, its functions in this cellular compartment are not yet understood. Despite its well-established roles in transcription, a comprehensive genome-wide analysis of its impact on gene expression has not been conducted. Here, we performed RNA-Seq analysis on cells lacking *DEF1* and surprisingly found that only a few hundred genes exhibited altered expression, both upregulated and downregulated. To evaluate mRNA synthesis and decay rates in these *DEF1*-deficient cells, we used a nascent transcription metabolic labeling technique called RATE-Seq (RNA Approach To Equilibrium sequencing). As expected, we observed reduced synthesis rates across the genome in these cells. In addition, a global decrease in mRNA decay rates was observed, suggesting that Def1 plays a role in the post-transcriptional regulation of mRNAs. The changes in synthesis and decay rates showed a strong correlation, indicating that this compensation helps buffer steady-state mRNA levels. To gain further insight into Def1's functions, we conducted proximity labeling experiments to identify its protein binding partners within the cells. Our findings revealed that Def1 primarily interacts with cytoplasmic regulators involved in post-transcriptional processes, including proteins responsible for deadenylation, decapping, and translation regulation. Using an mRNA decay reporter assay, we demonstrated that recruiting Def1 to mRNA reduces its expression and accelerates its turnover. In summary, we have identified a novel cytoplasmic function for Def1, establishing it as a key regulator of gene expression in both transcription and mRNA decay.

Controlling gene expression involves coordinating multiple processes in both the cytoplasm and the nucleus. One important aspect of this coordination is known as gene expression buffering. This phenomenon occurs when changes in mRNA synthesis within the nucleus are offset by corresponding changes in mRNA decay in the cytoplasm (1, 2, 3, 4). For example, complexes and proteins that were recognized for their impact on transcription in the nucleus can also influence post-transcriptional events in the cytoplasm (2, 3, 5). These proteins are compelling candidates for investigating how various stages of gene expression are coregulated. How the coordination between processes is achieved is unclear, but it involves either the shuttling of these regulators between the nucleus and cytoplasm or indirectly through feedback loops.

DNA-damaging agents disrupt multiple steps in gene expression, affecting transcription, mRNA degradation, and protein synthesis (translation). One cellular response to damaged DNA is the ubiquitylation and subsequent degradation of the large subunit of RNA polymerase II (RNAPII), known as Rpb1 (6, 7, 8, 9). A key protein involved in this process is yeast Degradation Factor 1 (DEF1), which was first identified as a protein that copurifies with the chromatin-bound transcription-coupled repair protein Rad26 (10). Def1 binds to arrested RNAPII and serves as a scaffold, facilitating the recruitment of ubiquitin ligases and other factors necessary for the degradation of RNAPII (6, 9, 11). Def1 undergoes proteasome-mediated proteolytic processing in the cytoplasm, which is dependent on DNA damage and transcription stress (12). This processing separates the N terminus of the protein from its C terminus, which is rich in polyglutamine and helps retain the protein in the cytoplasm. Def1 also plays roles in the nucleus, such as transcription initiation, elongation, telomere maintenance, and various DNA repair pathways (6, 13). Remarkably, despite its established role as a regulator of RNAPII, comprehensive gene expression analyses in *DEF1* mutants have not yet been reported.

While much attention has focused on Def1's nuclear functions, it is an abundant protein found in the cytoplasm. A key question arises: Does Def1 have functions in the cytoplasm, or is its presence in this compartment merely a means of preventing interference with RNAPII transcription in the nucleus under nonstress conditions? Evidence supporting the former hypothesis comes from proximity labeling (BioID) experiments, which have shown that subunits of the Ccr4–Not deadenylase complex interact with Def1 (14). In addition, the presumed human homolog of Def1, UBPA2/2L, has been found to bind to multiple cytoplasmic RNA-binding proteins (15).

In this study, we performed gene expression analysis in conjunction with proximity labeling techniques to investigate the potential cytoplasmic functions of the yeast protein Def1. Our findings reveal that Def1 interacts with several cytoplasmic proteins involved in the post-transcriptional regulation of mRNAs, particularly those regulating mRNA decay. The absence of Def1 results in a significant decrease in mRNA decay rates globally. Importantly, when Def1 is recruited to an mRNA, it accelerates the turnover of that mRNA and suppresses its expression. Therefore, our results suggest that Def1's presence in the cytoplasm is essential not only for preventing interference with transcription in the nucleus but also for regulating mRNA stability and expression.

## Results

### Def1 affects the steady-state RNA levels of a few transcripts

Def1 plays a vital role in regulating transcription elongation, particularly by removing stalled RNAPII during transcriptional stress (6, 9, 12). Despite its regulatory function on RNAPII activity, no gene expression analyses of DEF1 mutants have been reported. To address this, we conducted RNA-Seq on WT and *def1Δ* mutant strains. 

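Total RNA from 2 replicate cultures of WT cells and 2 of *def1Δ* cells was depleted of rRNA and sequenced with strand kept. The authors mapped the reads to the sacCer3 genome with STAR and deposited the counts per gene that RSEM estimated, which are not normalized and can hold fractions of a count. The WT libraries held 9954503 and 10563582 counts on genes, and the *def1Δ* libraries held 10348109 and 14243535. The counts were rounded to whole numbers, and the 6055 genes with at least 15 counts over the 4 libraries were compared. Library scaling was by edgeR's TMM method, which takes most genes as unchanged, and the test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Counts for *DEF1* (YKL054C), which lies on chromosome XI of the R64 assembly from 336537 to 338753, checked the genotypes. In CPM, which are counts scaled to the library total, they were 143 ± 60.3 (SD, n = 2) in WT, while each *def1Δ* library held 2 counts. Relative to the library totals, counts were 886 times higher in WT (95% exact interval 346 to 3253, for counting error only). The adjusted p for *DEF1* was 3.2e-06 from the same test.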

Anticipating that Def1 would have widespread effects on transcription, we included *Saccharomyces pombe* cells as a spike-in control before RNA isolation (see the Experimental procedures section). 

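Across the 7127 genes listed, Pearson's r between the 2 replicates on the scale of log2(CPM + 1) was 0.991 in WT (r squared 0.982) and 0.994 in *def1Δ* (r squared 0.989). On untransformed CPM, r squared was 0.985 in WT and 0.990 in *def1Δ*. These values are across genes, which are not independent replicates. The replicates of either strain differed by more than sampling noise, with a chi-square per gene of 55.5 in WT and 15.5 in *def1Δ*, where sampling noise alone gives about 1.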

Two replicates of the experiment were analyzed and displayed a high degree of correlation (*R*^2^ > 0.99) as shown in Figure S1*A*. A total of 6486 RNAs were detected, encompassing all types of RNA. 

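At least 1 read over the 4 libraries was counted for 6719 of the 7127 genes listed, and at least 15 reads for 6055. With 1 read as the rule, the genes detected were 6418 nuclear ORFs, 169 tRNAs, 80 snRNAs or snoRNAs, 25 mitochondrial genome genes, 12 rRNAs and 15 others. Most genes passed either rule, but of the tRNAs only 49 had at least 15 reads.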

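The deposited counts list *S. cerevisiae* genes only. The *S. pombe* counts came from a supplementary table, File S1, of which a part was used here. In that part the WT libraries held 19577 and 68845 *S. pombe* reads, and the *def1Δ* libraries held 41034 and 48507. Relative to *S. cerevisiae* counts, the larger share was 3.31 times the smaller in WT and 1.16 times in *def1Δ*. The size factors that turn the deposited counts into the authors' spike-in normalized reads were 0.628 and 2.36 in WT and 1.28 and 1.49 in *def1Δ*. The larger WT factor was 3.76 times the smaller, against 1.17 times in *def1Δ*, so the *def1Δ* values lay inside the spread of the WT replicates.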

After normalizing the data against the *S. pombe* spike-in reads, we identified differentially expressed genes (DEGs) using a cutoff of >2-fold change and a *p*_adj_ < 0.01. This analysis yielded 612 transcripts that were upregulated and 475 transcripts that were downregulated (Fig. 1*A* and File S1).

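With the cutoffs of the paper, 528 genes had higher counts and 586 had lower counts in *def1Δ* than in WT, of 6055 tested by edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment. The highest unadjusted p among these calls was 0.0032. The scaling moved these numbers most. With the authors' spike-in size factors, 1 gene was called higher and 12 lower by the same test, with 241 genes at an unadjusted p under 0.05, and DESeq2 with those factors called 22 higher and 17 lower. Those factors also moved the median log2 fold change over all genes from 0.04 to -0.29. DESeq2 with its own size factors called 493 higher and 614 lower. The directions were opposite to the paper's lists. Of the 612 transcripts in its upregulated list, 567 were called lower by edgeR with TMM. Of the 473 used here of its downregulated list, 464 were called higher. With 1 *def1Δ* library left out, the spread within a strain comes from the 2 WT libraries alone, which differed more than the *def1Δ* ones. The number of calls from such a fit follows that spread. It therefore cannot tell how far the calls rest on each *def1Δ* library.

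The nuclear genes with the largest rise among those with a mean of at least 100 counts were *CSS1*, *HSP12* and *CHA1*. *CSS1* (YIL169C) had 128 ± 4.55 normalized CPM (SD, n = 2) in *def1Δ* and 4.86 and 6.56 in the WT replicates, a log2 fold change of 4.48 (standard error 0.18). *HSP12* (YFL014W) and *CHA1* (YCL064C) rose by 4.27 and 4.17 on the log2 scale. Apart from *DEF1*, the largest falls were in *AAD6* (YFL056C) at -3.63, *PHO12* (YHR215W) at -3.43 and *ATR1* (YML116W) at -2.74. *AAD6* and *PHO12* have close paralogs, and RSEM's estimate can divide reads between such genes. The adjusted p of the 6 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 3.2e-06 (*CSS1*) and 0.0030 (*AAD6*), and with the spike-in size factors none of the 6 passed the cutoff in edgeR. The WT replicates of *AAD6* were 32.5 and 183 normalized CPM, so their spread was close to their mean.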

**Figure 1:**
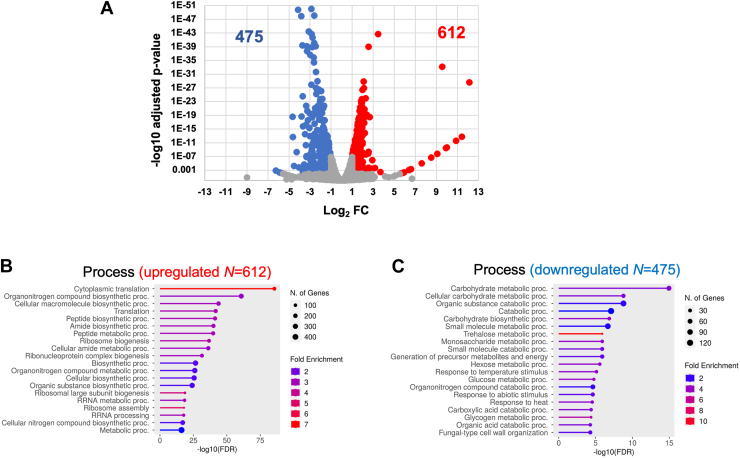
***DEF1* is required for mRNA synthesis and decay.***A,* total RNA-Seq was performed in duplicate for both WT and *def1Δ* strains. DESeq2 was used to determine changes in expression. *Saccharomyces pombe* cells were added as spike-in control before RNA isolation to normalize the data. Upregulated transcripts (>2-fold change, *p*_adj_ < 0.01) appear in *red*, and downregulated transcripts (<2-fold change, *p*_adj_ < 0.01) appear in *blue*. ShinyGO 0.80 was used to determine the enriched biological processes associated with the upregulated (*B*) and downregulated (*C*) genes. *DEF1*, Degradation Factor 1.

Although a variety of RNA types were sequenced, all differentially expressed transcripts were mRNAs (not shown). 

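Of the genes called, 516 nuclear ORFs were higher and 569 lower. The others were 2 mitochondrial genome genes higher and 14 lower, 5 snRNAs or snoRNAs higher and 3 lower, 1 tRNA higher, and 4 other RNAs higher. The paper's own lists in File S1 include 15 mitochondrial genome genes, 3 snRNAs or snoRNAs and 1 tRNA among the upregulated transcripts. Its downregulated sheet as used here holds 473 of the paper's 475 transcripts, with 2 mitochondrial genome genes, 5 snRNAs or snoRNAs, 1 tRNA and 5 other RNAs among them.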

We performed Gene Ontology (GO) term analysis on the DEGs; the upregulated genes were associated with ribosomal functions, ribosome biogenesis, and translation processes. In contrast, the downregulated transcripts in the mutant were linked to carbohydrate metabolism and various metabolic pathways (Figs. 1, *B* and *C*, and S1, *B* and *C*).

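The deposited counts were also compared for gene sets fixed by gene symbol after File S1 had been read and before the counts were seen. Because the study chose File S1 on these libraries, the tests are not independent evidence. The 135 cytoplasmic ribosomal protein genes had a median log2 fold change of -1.31 in *def1Δ* over WT, and 116 of them were called lower over all genes tested and 116 when adjusted over the list alone. The 58 ribosome biogenesis genes had a median of -0.57, with 6 called lower by either adjustment. The 67 mitochondrial ribosomal protein genes had a median of 0.57, with 7 called higher by either adjustment. The 16 genes of trehalose and glycogen metabolism had a median of 1.39, with 13 called higher by either adjustment.

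The adjusted p from limma's camera with a preset correlation was 1.3e-31 for the ribosomal protein genes, 3.1e-05 for ribosome biogenesis, 2.1e-05 for the mitochondrial ribosomal protein genes and 1.2e-11 for trehalose and glycogen. Under fry, which keeps the correlation between genes, the adjusted p was 0.047, 0.013, 0.015 and 0.0020, so these calls held at 0.05. With 1 library left out, the spread comes from the other strain alone, so whether the calls hold cannot be told and only medians are given. Without replicate 1 or 2 of *def1Δ* the median was -1.36 or -1.29 for ribosomal protein genes and 1.39 or 1.40 for trehalose and glycogen. Without replicate 1 or 2 of WT it was -1.05 or -1.55 for the former and 1.33 or 1.54 for the latter. With any library left out, ribosome biogenesis genes stayed between -0.60 and -0.50. Mitochondrial ribosomal protein genes stayed between 0.51 and 0.69. With the spike-in size factors the 4 directions held relative to all genes, whose median was -0.29, but no set passed 0.05 under fry. Median, mean and test had the same sign in each set.

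**Figure D1:**
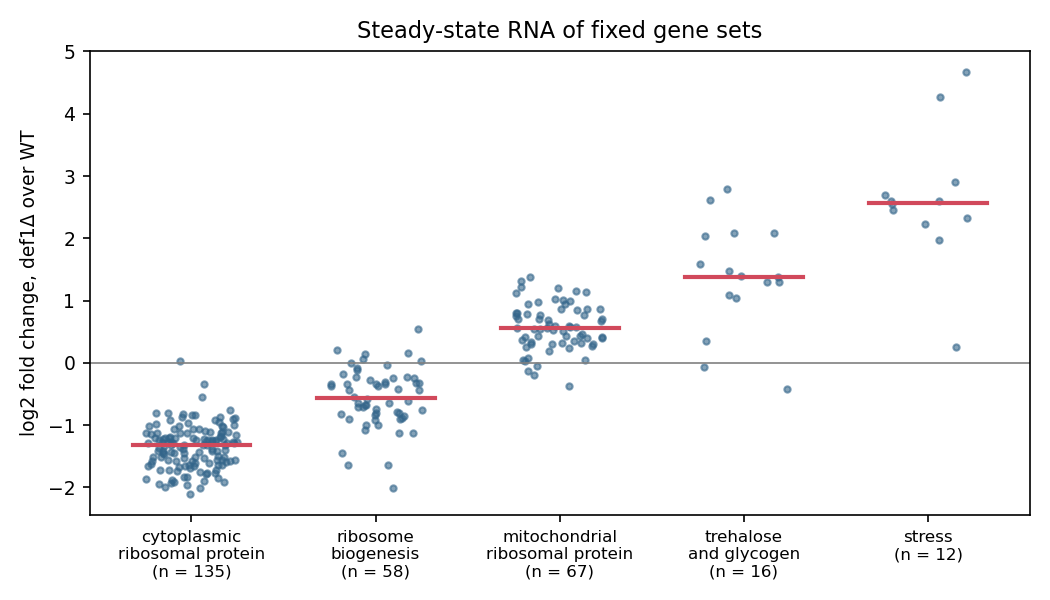
Log2 fold change of each gene in *def1Δ* over WT (vertical axis) for 5 gene sets, from TMM-scaled counts of 2 libraries per strain. Points are genes and red lines are medians, which run from -1.31 for cytoplasmic ribosomal protein genes to 2.57 for stress genes.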

Def1 is involved in DNA damage stress response pathways, and cells lacking this gene (*def1Δ* cells) exhibit slow growth (10, 12). To investigate whether changes in gene expression were due to the cells sensing and responding to stress, we compared the DEGs with the environmental stress response (ESR) genes. ESR genes are regulated by a variety of stressors, including heat shock, DNA damage, nutrient starvation, and oxidative stress, which collectively comprise approximately 900 genes (16). Induced ESR (iESR) genes, or induced, are associated with functions, such as amino acid transport, redox processes, proteasome activity, and detoxification. In contrast, the repressed ESR (rESR) group comprises genes that play roles in transcription and translation, as well as ribosomal proteins and those involved in ribosome biogenesis. Our analysis revealed minimal overlap between the upregulated and downregulated DEGs with the iESR and rESR, respectively (Fig. 2). This finding suggests that the changes in gene expression in *def1Δ* cells are not a result of cellular stress. On the other hand, the opposite was observed. Upregulated DEGs in the *def1Δ* mutant overlapped considerably with the rESR, and the downregulated DEGs overlapped with the iESR (Fig. 2). 

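The ESR gene lists were not used here, so fixed sets stood in for them. The 12 stress genes, such as *HSP12*, *HSP26*, *CTT1* and *DDR2*, had a median log2 fold change of 2.57 in *def1Δ* over WT, from 0.26 to 4.67. Of these, 11 were called higher over all genes tested and 11 when adjusted over the list alone. The set's adjusted p was 1.7e-20 by camera and 0.0018 by fry. Ribosomal protein and ribosome biogenesis genes, which the paper places in the rESR, had negative medians in the same libraries. In input RNA of ribosome profiling, from separate cultures, their medians were -0.51 and -0.02. There 4 of 137 ribosomal protein genes were called lower and 1 higher, and 0 of 57 ribosome biogenesis genes were called. Fry's adjusted p was 0.092 and 0.96. The stress genes had a median of 1.47 there, with 9 called higher. With each steady-state library left out in turn, the median of the stress genes stayed between 2.47 and 2.76. With the spike-in size factors the median was 2.34, and fry gave 0.25. From the overlaps in Fig. 2, the paper proposes that the expression changes in *def1Δ* cells do not result from stress. By the deposited counts, however, each of the 612 transcripts in its upregulated list was lower in *def1Δ*. Each of the 473 used here of its downregulated list was higher. If Fig. 2 used these lists, its overlaps with the rESR and iESR run in the direction of a stress response. The proposal would then not follow from them.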

As mentioned above, the upregulated DEGs are enriched with genes that regulate translation and ribosome biogenesis, and these classes of genes are enriched in the rESR gene set.

**Figure 2:**
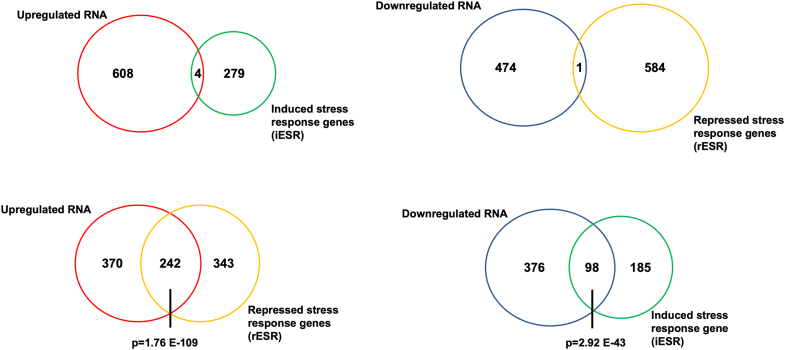
**Comparison of gene expression changes to the environmental stress response (ESR) genes.***Venn diagrams* comparing the overlaps between ESR genes and differentially expressed genes in the *def1Δ* mutant. The collection of induced ESR (iESR) and repressed ESR (rESR) genes (16) was compared to upregulated and downregulated genes in the *def1Δ* mutant strain, as indicated in the figure.

### *DEF1* maintains mRNA synthesis and decay rates

Def1 is recognized for its role in both the initiation and elongation phases of transcription. Therefore, we were surprised to observe so few changes in gene expression, particularly the number with reduced expression levels. RNA-Seq measures the steady-state levels of RNA, which is a function of both synthesis and decay. Previous studies have shown that cells can adjust one pathway in response to changes in another to maintain steady-state mRNA levels, a phenomenon known as transcript buffering (1, 4, 17). We therefore investigated the rates of transcript synthesis and decay in the *def1Δ* mutant. We utilized the RNA Approach To Equilibrium sequencing (RATE-Seq) method, which is a pulse-only metabolic labeling technique. In this method, cells are treated with 4-thiouracil (4tU) for varying labeling durations as the incorporation of the nucleoside analog approaches equilibrium (18). This method accounts for a strain's doubling time to compensate for slow-growing strains. 4tU-labeled *S. pombe* RNA was used as a spike-in control to normalize between samples and to account for widespread changes in gene expression (see the Experimental procedures section). 

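In RATE-Seq, newly made RNA carries 4tU, and the labeled RNA of each gene rises toward a plateau at a rate set by decay and growth. The deposited table holds 18 libraries, with 2 replicates of each strain at 6, 9, 24 and 90 min of labeling and 1 at 12 min. The 12 min libraries of replicate 1 did not meet the authors' quality control and entered only an alternative over part of File S2. The values are RSEM estimated counts per gene, made like those of the steady-state RNA and not normalized. Totals ranged from 6026474 to 16318100 counts per library, with a median of 10481202.5. The authors' spike-in factors were recovered for each library as the ratio of their normalized reads in File S2 to the deposited counts, over the part of File S2 used here (1542 transcripts). Within a library, the largest of these ratios was at most 1.00001 times the smallest.

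Normalized counts were fitted per gene and strain with a rise to a plateau as in the paper's methods, by least squares over a grid of 400 rates from 0.0001 to 10 per min. The decay rate was the fitted rate minus the growth rate, which was 0.0077 per min for WT and 0.0046 for *def1Δ*. In the paper's formula the fitted exponent is itself the difference of the RNA and growth constants and serves as the decay rate constant, so this subtraction departs from the formula as written. With no growth rate subtracted, the median decay rate was 0.263 per min in WT and 0.0981 in *def1Δ*, with a fold of 2.68. A fit counted only if its minimum lay inside the grid, with a relative tolerance of 1e-06 at the upper end. That tolerance was set after the data had been seen, and the rule written before had none. The synthesis rate was the decay rate times the molecules of the mRNA per cell, taken from its share of the steady-state counts and a total of 60000 mRNAs in both strains.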

We conducted RATE-Seq on both WT and *def1Δ* cells to estimate synthesis and decay rates for 3938 and 5631 transcripts, respectively. 

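Rates were obtained for 4208 transcripts in WT and 5925 in *def1Δ*, of 6905 with counts. No rate was accepted for 2624 transcripts in WT and for 952 in *def1Δ*, by the rule with the tolerance or because the fitted rate was not above the growth rate. Without the tolerance 6717 transcripts had a rate in both strains, against 4007 with it. At the median rate of the 4007 transcripts with a rate in both strains, labeled RNA in WT had reached 79.4% of its plateau by 6 min, the shortest labeling time, against 44.5% in *def1Δ*, so WT rates rested on a smaller part of the rise. On 5360 simulated transcripts the median error of a fitted rate was 18.8% in WT and 13.7% in *def1Δ*. The simulation had an independent spread of 15% per value and no shift of whole libraries. The data hold such shifts, so the error of the real rates can be larger.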

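Between the 2 replicates at each labeling time, Pearson's r of log2(normalized counts + 1) across 7127 genes lay between 0.983 (WT at 9 min) and 0.992 (*def1Δ* at 6 min). The spike-in normalized level differed more between replicates. The median log2 normalized count in WT at 24 min was 8.35 in replicate 1 and 7.60 in replicate 2, while in *def1Δ* it was 9.19 and 9.35. A correlation across genes does not see such a shift, and genes are not independent replicates.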

The data from the replicates showed a very high level of correlation (Fig. S2).

We analyzed the median synthesis and decay rates of 3596 transcripts that were common to both the WT and mutant datasets. In the mutant cells, the global mRNA synthesis rate was significantly reduced. Specifically, the median synthesis rate in the mutant was approximately 3.7-fold lower than that in WT cells; however, for some transcripts, the change in synthesis was much more pronounced (Fig. 3*A* and File S2). 

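RNA labeled for 6 min is nearest to synthesis and does not pass through the decay model. At the median fitted rates, WT had by then reached 79.4% of its plateau and *def1Δ* 44.5%, so decay also shapes these levels. They therefore cannot decide whether synthesis fell. With the spike-in factors, 801 genes were higher and 209 lower in *def1Δ* than in WT at 6 min, of 6137 tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the same cutoffs. The median log2 fold change over all genes was 0.28. The median depended on single WT libraries. It was 0.62 without replicate 1 of WT, 0.03 without replicate 2 of WT, and 0.25 or 0.32 without replicate 1 or 2 of *def1Δ*. With 1 library left out, the spread comes from the other strain alone, so numbers of calls from those fits are not given. With TMM scaling in place of the spike-in factors, 54.6% of the calls were higher, against 79.3% with them, and the median over all genes was -0.02.

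The largest rises were in YIL177C, *PIR3* (YKL163W) and *EPL1* (YFL024C), at 5.46, 4.03 and 3.82 on the log2 scale. Apart from *DEF1*, the largest falls were in YHR054C, *AFB1* (YLR040C) and YMR046C, at -7.43, -3.70 and -3.59. Copies of YIL177C, YHR054C and YMR046C elsewhere in the genome can share reads with them, so their values are uncertain.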

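Over the 3662 transcripts with a rate in both strains and an mRNA value, the median synthesis rate was 0.402 molecules per min in WT and 0.114 in *def1Δ*, which is 3.52 times lower. Fitted on each replicate alone, over 3197 and 4297 transcripts, the medians were 0.364 and 0.472 in WT and 0.0998 and 0.148 in *def1Δ*. The folds were 3.65 and 3.18. The difference between strains was larger than the spread between replicates. With 2 replicates against 2, an exact permutation test cannot give a p under 0.333. The rate was lower in *def1Δ* for 88.8% of transcripts, and for 5% of them the log2 fold change was below -3.33. The value assumes the same number of mRNAs per cell in both strains. With the *def1Δ* total scaled by the steady-state spike-in factors, the fold was 4.47. The WT factors differ 3.76 times, so the direction of that change is not settled. With the plateau in spike-in units in place of an mRNA total, which was tried after the data had been seen, the fold was 1.54.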

Given that the overall synthesis rates were reduced, yet relatively fewer transcripts exhibited lower expression, this suggested that RNA degradation rates were reduced in the mutant. We calculated the decay rates and RNA half-lives and found that, under the experimental conditions, the median decay rate in WT cells was 0.259 molecules/min, which corresponds to a median half-life of 2.7 min (Fig. 3, *B* and *C* and File S2). 

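Over the 4007 transcripts with a rate in both strains, the median decay rate in WT was 0.256 per min, which corresponds to a half-life of 2.71 min. Replicate 1 alone, over its own 3385 transcripts, gave 0.203 per min and 3.41 min. Replicate 2 alone, over its own 4653, gave 0.331 per min and 2.09 min. These medians depended on which fits counted. Under the rule written before the data were seen, with no tolerance at the upper end of the grid, the median rate in WT was 0.550 per min. The closeness of 0.256 to the paper's 0.259 thus rests on the tolerance, which was chosen later.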

Our estimated half-life is shorter than some previously reported measurements; however, the half-life values found in other studies have varied between 2 and 18 min and are highly dependent on the methodology and labeling conditions used (Fig. S3). Most importantly, we found that the decay rate in the mutant was 3.2-fold lower, indicating a global stabilization of mRNAs in these cells (Fig. 3, *B* and *C*).

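In *def1Δ* the median decay rate of the same transcripts was 0.0936 per min, which is 2.73 times lower than in WT, and the median half-life was 7.41 min. The fold was 2.75 in replicate 1 (3385 transcripts) and 2.91 in replicate 2 (4653 transcripts). In the fit of both replicates, 92.8% of the transcripts with an mRNA value had a lower rate in *def1Δ*. A permutation test of 2 replicates against 2 cannot reach 0.05. Over each strain's own transcripts in place of shared ones, the fold was 1.92. With each of the 18 libraries left out in turn, it lay between 2.12 (without WT replicate 2 at 9 min) and 3.60 (without WT replicate 1 at 24 min).

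The WT libraries did not rise steadily. From 24 to 90 min, the median log2 change in labeled RNA was -0.73 in replicate 1 and 0.14 in replicate 2 of WT, and -0.11 and -0.34 in *def1Δ*. From the lower rate in the mutant, the paper concludes that mRNAs are stabilized globally.

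**Figure D2:**
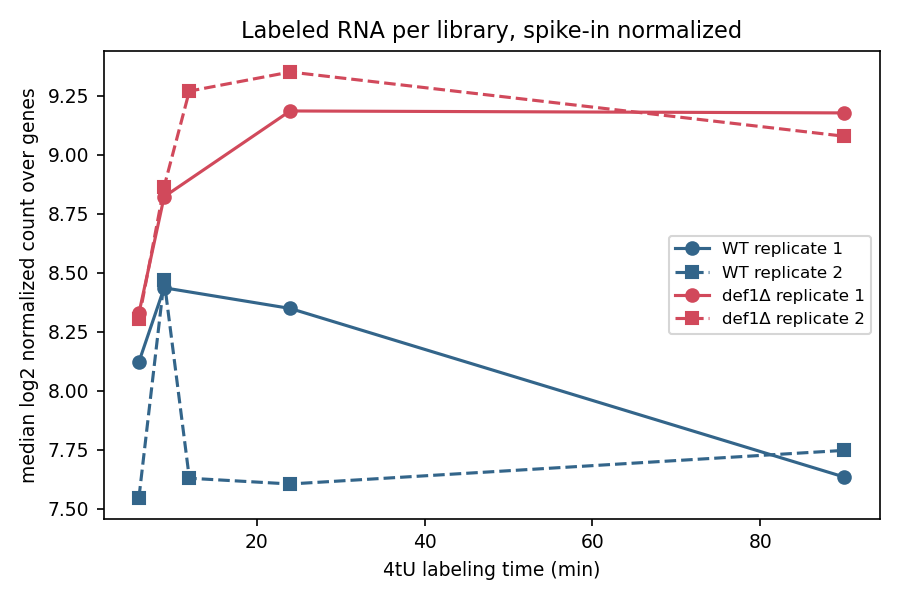
Median over genes of log2 spike-in normalized counts (vertical axis) against labeling time in min (horizontal axis), with 1 line per strain and replicate. At 24 min WT sits at 8.35 and 7.60 and *def1Δ* at 9.19 and 9.35.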

**Figure 3:**
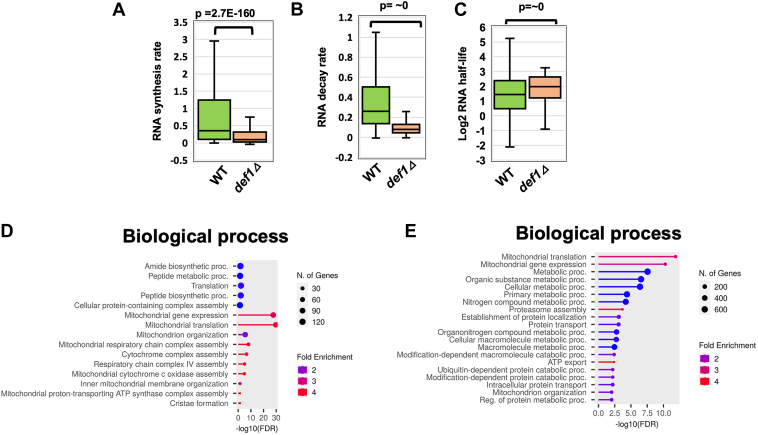
**Def1 regulates rates of mRNA synthesis and degradation.***A,* RNA synthesis rates are reduced in the *def1Δ* mutant. RATE-Seq was used to determine the global rates of RNA synthesis. Rates obtained for the 3596 transcripts that overlap in the WT and *def1Δ* samples are displayed in the figure. The *p* value was determined using the Wilcoxon rank sum test. *Y*-axis is molecules/min. *B,* Def1 globally controls mRNA decay rates. As in “*A,*” except decay rates were plotted. *C,* as in “*A*,” except decay rates were used to estimate mRNA half-lives. *D,* Gene Ontology (GO) terms for the biological process of the top 20th percentile of the genes with the highest magnitude of reduced nascent RNA synthesis (*def1Δ*/WT). GO terms were determined using ShinyGO 0.80. *E,* GO terms for the biological processes of the top 20th percentile of mRNAs with the largest change in mRNA decay. *Def1*, Degradation Factor 1; RATE-Seq, RNA Approach To Equilibrium sequencing.

If Def1 regulates the RNAs of genes involved in specific cellular processes or pathways, we anticipate that its effects on mRNA metabolism will be most significant for those transcripts. To investigate whether Def1 targets mRNAs within a particular pathway, we performed GO term analysis on the transcripts in the top 20th percentile for synthesis (Fig. 3*D*) and half-life fold change (Fig. 3*E*). 

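GO terms were not used here, and mitochondrial ribosomal protein genes stood in for mitochondrial translation. Of 67 such genes among 3662 transcripts with rates, 31 (46.3%) were in the 20% with the largest fall in decay rate in *def1Δ* (two-sided Fisher's exact test, odds ratio 3.56, p = 1.1e-06, 2.3e-06 after Benjamini-Hochberg adjustment over the 2 tests). Only 2 of the 67 were in the 20% with the largest fall in synthesis rate (odds ratio 0.121, p = 7.7e-05 before and after adjustment by the same exact test). Their median log2 change was -2.30 in decay rate, against -1.65 over all transcripts, and -1.86 in synthesis rate, against -1.84. Without the 90 min libraries 26 of 49 genes were in the top 20% for decay and 7 of 49 for synthesis, and the latter no longer passed the test (adjusted p = 0.37). With CPM in place of spike-in factors it did not pass either (adjusted p = 0.10).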

The biological processes most affected by the deletion of *DEF1* included mitochondrial translation, protein metabolism, and translation.

We then plotted the changes in decay rates of individual mRNAs against their changes in synthesis rates (Fig. 4). 

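Across 3662 transcripts, Spearman's rho between the log2 fold changes in decay and in synthesis rate was 0.590, and Pearson's r was 0.684. Transcripts are not independent replicates. The replicates alone, over 3197 and 4297 transcripts, gave a rho of 0.656 and 0.613. Without the 90 min libraries rho was 0.801. Under the rule written before the data were seen, with no tolerance in the fit, it was 0.856 over 6161 transcripts. The synthesis rate is the decay rate times the mRNA level, so the 2 changes share a term. With the mRNA fold changes permuted among transcripts, the median rho over 10000 permutations was 0.674, with 95% of them between 0.659 and 0.689, and every permutation gave a rho at least as large as the measured one.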

We observed a strong positive correlation (*R* = 0.834), which indicates that transcript buffering is occurring in the mutant. This suggests that Def1 is not necessary for transcript buffering, and the corresponding changes in synthesis and decay rates explain why no global (widespread) change in steady-state mRNA levels was observed in the mutant.

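The change in decay rate and the change in steady-state mRNA had a rho of -0.18 across the same transcripts. When decay came from one replicate and synthesis from the other, the shared term no longer carried the same fitting error. Over 3082 transcripts with rates in both replicates, rho was then 0.386 and 0.255 for the pair of combinations, against 0.647 and 0.551 within a replicate. The decay changes of the 2 replicates had a rho of 0.624. From the correlation in Fig. 4, the paper proposes that Def1 is not necessary for transcript buffering, and it attributes the absence of a widespread change in mRNA levels to matching changes in synthesis and decay.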

**Figure 4:**
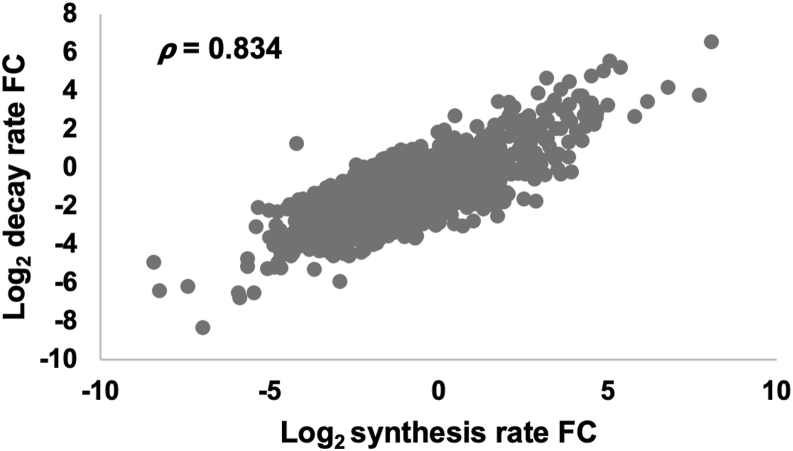
**The *def1Δ* mutant displays gene expression buffering.** A scatterplot was constructed by plotting the fold change (FC) in RNA decay and synthesis rates plotted on the *y*- and *x*-axis, respectively. The Spearman's correlation coefficient is shown in the scatterplot.

### Def1 interacts with cytoplasmic mRNA regulatory proteins

Proximity labeling, using an engineered biotin ligase (BioID), is a technique employed to identify protein–protein interactions within cells, allowing for the detection of transient and weak interactions (19, 20). Recently, we conducted BioID experiments on subunits of the Ccr4–Not complex and discovered that several bait proteins strongly labeled Def1 (14). In addition, the human homolog of Def1, UBAP2/2L, was found to interact with hCcr4–Not subunits (15). Therefore, we performed a reciprocal experiment by fusing the TurboID (TID) version of the biotin ligase enzyme to the C terminus of Def1 (21). Deleting *DEF1* causes slow growth and increased sensitivity to DNA-damaging agents (10, 12). We verified that the fusion of TID to the C terminus of Def1 did not affect cell growth, even in the presence of hydroxyurea, suggesting that the addition of TID to Def1 is well tolerated (Fig. S4, *A*).

We expressed “free” TID at levels close to those of Def1–TID as a control (Fig. S4, *B* and *C*). The interacting proteins were identified by calculating the fold enrichment of Def1–TID-labeled proteins *versus* free TID. Labeled proteins were subjected to mass spectrometry, and we implemented a cutoff of 1.5-fold enrichment and *p* < 0.05 to identify interacting or proximal partners of Def1 (Fig. 5*A* and Supplementary File 3). A total of 97 proteins met these criteria, with 42 involved in various aspects of RNA regulation. Notably, Def1–TID also labeled retrotransposon proteins (Ty), which were not included in the 97 proteins (File. S3). The significance of this is not known. We submitted the enriched proteins to GO term analysis, which returned terms associated with the regulation of translation, post-transcriptional control, and mRNA decay. The analysis for cellular component yielded terms, such as ribonucleoprotein (RNP) granule, P-body, translation initiation factor 4F, polysome, and the Ccr4–Not core complex (Fig. 5, *B*–*D*). Overall, Def1–TID predominantly labeled cytoplasmic RNA regulators.

**Figure 5:**
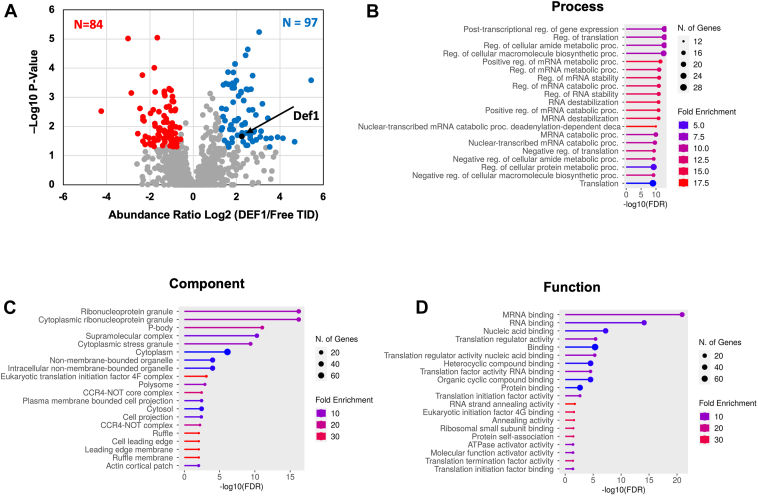
**BioID analysis reveals that Def1 interacts with cytoplasmic post-transcriptional regulatory factors.***A,* BioID labeling was performed in cells expressing Def1–TurboID (TID) and cells expressing free TID enzyme. Biological replicates were analyzed. Biotinylated proteins pulled down by streptavidin beads were identified by mass spectrometry. Data are presented as a Volcano plot of the fold change in protein abundance ratio of Def1–TID *versus* free TID (Log2) *versus* -log10 *p* value. The enriched proteins (>1.5-fold, *p* < 0.05) appear in *blue*, and the under-represented proteins (>-1.5-fold, *p* < 0.05) appear in *red*. Proteins enriched in the Def1–TID sample were analyzed using ShinyGO 0.80, and biological process (*B*), component (*C*), and function (*D*) are shown. *Def1*, Degradation Factor 1.

Eighty-four proteins were found to be under-represented in the Def1–TID sample compared with the free TID control sample. Previous BioID studies have shown that proteins can be under-represented in the test sample relative to the free control (14). This under-representation may be due to the fusion of the test protein to TID, which might prevent the TID enzyme from labeling nontargets nonspecifically within the cell. When we subjected the under-represented proteins to GO term analysis, we found broad terms with weak false discovery rates and enrichment scores (not shown), suggesting a lack of biological significance.

It was surprising that Def1 did not label many RNAPII transcription factors or other nuclear proteins involved in mRNA synthesis. The predominant localization of Def1 in the cytoplasm, particularly in the absence of transcription stress, likely explains why few nuclear proteins were labeled. In addition, the biotin ligase was fused to the C terminus of Def1, and the C terminus retains Def1 in the cytoplasm (12). These data suggest that Def1 interacts with cytoplasmic RNA–regulating proteins, indicating that it may have post-transcriptional functions, such as mRNA storage, translation, or decay.

### Tethering Def1 directly to an mRNA reduces its expression and accelerates its decay

The extended half-lives of mRNA in the *def1Δ* mutant, along with the labeling of various mRNA deadenylation and decapping factors by Def1–TID, suggest that Def1 regulates mRNAs in the cytoplasm. However, the decreased mRNA turnover observed could be a compensatory response to a lower synthesis rate caused by transcript buffering (1, 4). To provide evidence that Def1 regulates mRNA turnover, we employed an MS2 coat protein (MCP)/MS2-tethered reporter assay, which has been previously used to demonstrate the direct regulation of mRNA by decay factors (22). The reporter construct produces an mRNA that includes an ORF for GFP along with MS2 stem loops in the 3′ UTR (Fig. 6*A*). We fused MCP to the N terminus of Def1 (labeled as MCP–Def1). The MCP–Def1 fusion protein complemented a *def1Δ* strain, demonstrating its functionality (Fig. S5, *A*). The expression levels of the MCP–Def1 fusion protein were similar to those of the free MCP protein (Fig. S5, *B* and *C*). As a positive control, we tested a Dhh1–MCP fusion protein, which has been previously shown to repress reporter mRNA (22, 23). We measured the levels of GFP protein produced by the reporter. Tethering Def1 to the mRNA resulted in a significant decrease in GFP protein levels compared with the free MCP control (Fig. 6*B*). Specifically, GFP protein levels were reduced to approximately 50% in cells expressing the Def1 fusion protein, although this reduction was not as pronounced as the repression observed with the Dhh1–MCP control. Next, we assessed mRNA levels using quantitative PCR (qPCR). The amount of GFP mRNA was normalized to that of *ACT1* and plotted (Fig. 6*C*). The results showed that the mRNA levels of the reporter were lower in cells expressing MCP–Def1 compared with those expressing MCP alone. Furthermore, Dhh1–MCP was slightly more effective at repressing the reporter mRNA expression.

**Figure 6:**
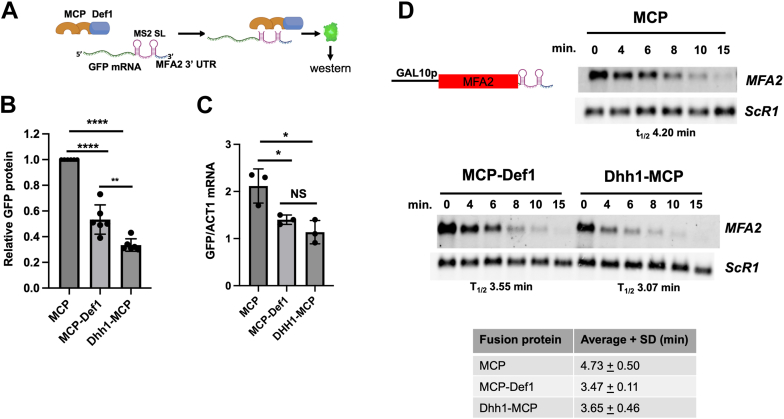
**MS2–MCP tethering reporter assays suggest that Def1 functions in post-transcriptional control of mRNAs.***A,* schematic of the MCP–MS2 tethering assay. MCP–Def1 has MCP fused to the N terminus; Dhh1–MCP was used as a positive control. Expression of the free MCP and the MCP–Def1 fusion proteins was driven by the *DEF1* promoter. Dhh1–MCP was driven by the *DHH1* promoter. *B,* the relative abundance of GFP protein in the fusion protein–expressing cells, compared with that expressing free MCP protein, was set at 1.0. Taf14 was used as a loading control, and GFP protein signals were normalized to the loading control. The averages of three biological replicates from two experiments are shown (N = 6). The error bars represent the standard deviations. *p* Values were calculated using an unpaired *t* test. ∗∗∗∗*p* < 0.0001; ∗∗*p* < 0.01. *C,* graph of steady-state GFP mRNA. RT–quantitative PCR measured the abundance of both GFP and *ACT1* (control) mRNA. GFP mRNA amounts were normalized to *ACT1*. Biological triplicates were analyzed (N = 3). *p* Values were calculated using an unpaired *t* test. ∗*p* < 0.05 (*D*, *upper*). Cells transformed with a GAL10p-MFA2-MS2 reporter gene (22) and each of the MCP derivatives described in the panel were grown in galactose-containing dropout medium, transferred to dextrose-containing medium, and samples were collected at various time points following transcription shutdown. The levels of *MFA2* RNA were detected by Northern blotting. *ScR1* was the loading control. The calculated half-lives, after correcting for loading, are listed below the panel. *D, lower, MFA2* reporter mRNA half-lives from multiple determinations (N = 4). The signals from *MFA2* were normalized to those of the loading control *ScR1*. The averages and standard deviations of reporter mRNA half-lives are reported. *p* Values were calculated using a two-tailed unpaired *t* test. The p Values comparing the half-life between cells expressing MCP and MCP–Def1 and Dhh1–MCP were *p* < 0.01 and *p* < 0.054, respectively. *Def1*, Degradation Factor 1; MCP, MS2 coat protein.

We investigated whether tethering Def1 to an mRNA could reduce the half-life of an RNA reporter. To achieve this, we used a reporter construct that included the MFA2 ORF followed by a 3′ UTR containing MS2-binding sites, all under the control of the *GAL10* promoter. We shut down transcription by shifting the cells from a medium containing galactose to one with dextrose. Figure 6*D* presents a representative experiment and the average results from multiple experiments (N = 4). In cells expressing only the MCP protein, the reporter mRNA had an average half-life of approximately 4.2 min. Conversely, cells expressing the MCP–Def1 fusion protein showed a significantly greater enhancement in decay, reducing the average half-life to about 3.6 min (*p* < 0.01). The reduction in half-life observed with the MCP–Def1 fusion was comparable to the Dhh1 control, which had an average half-life of around 3.7 min (*p* < 0.054). These reporter assays provide evidence that Def1 plays a role in regulating mRNAs post-transcriptionally.

Def1 functions similarly to other factors involved in both the decay and synthesis of mRNAs. Previous studies have demonstrated that tethering mRNA decay factors or general transcription factors to promoters can activate transcription (2, 24). Def1 copurified with the general transcription factor TFIIH was crosslinked to promoters of genes and affected start site selection in an *in vitro* transcription assay, suggesting it may regulate initiation (13). Def1 has been shown to copurify with the general transcription factor TFIIH and influence start site selection in *in vitro* transcription assays (13). Given this information, we tested whether recruiting Def1 to a promoter would enhance transcription. A reporter gene containing β-galactosidase under the control of eight LexA operators was used. We constructed fusion proteins combining the DNA-binding domain of LexA with full-length Def1. The expression of both LexA alone and the LexA–Def1 fusion was driven by the *DEF1* promoter, as described in the *Experimental procedures* section. For comparison, we also analyzed the LexA–TBP (TATA-binding protein) fusion as a positive control. While the LexA–TBP fusion strongly activated the reporter gene, the LexA–Def1 protein did not (Fig. S6). However, it is important to note that this tethering assay assesses the effects on preinitiation complex formation, and a negative result does not rule out Def1's potential impact on transcription, particularly during the elongation phase.

## Discussion

An increasingly large number of gene regulatory proteins are being discovered to have new or previously overlooked functions. For instance, Ccr4–Not, originally believed to regulate TBP and transcription initiation primarily, is now acknowledged for its significant role in the post-transcriptional control of mRNAs. In addition, Def1 has been identified as a key player in mitigating DNA damage. Extensive research has established Def1 as a factor that facilitates the elongation process and degrades Rpb1, thereby clearing stalled RNAPII from genes. Other nuclear functions have also been attributed to Def1 (for review, see Ref. (6)). Excluding Def1 from the nuclear compartment is crucial to prevent interference with transcription (as noted in Ref. (12)). Although Def1 is present in the cytoplasm, its cytoplasmic functions have not been identified. In this study, we report a new role for Def1 in the cytoplasm related to post-transcriptional gene control.

Def1 has long been recognized as an RNAPII elongation factor, copurifying with TFIIH and influencing start site selection in reconstituted transcription reactions (6, 12, 13). Our study describes the first transcriptome analysis of this transcription factor. Consistent with its expected role in transcription, the deletion of *DEF1* globally reduced mRNA synthesis (Fig. 3*A*). Its function in maintaining mRNA decay rates was unexpected, suggesting a role in the cytoplasm. While the reduced synthesis rates in the mutant may contribute to the slowed mRNA decay because of transcript buffering, we present additional evidence that Def1 plays a direct role in mRNA decay. First, Def1 binds many cytoplasmic post-transcriptional regulators, including the major deadenylase complex, Ccr4–Not, as demonstrated by BioID labeling. Both Def1 and Ccr4–Not are involved in regulating transcription elongation and the degradation of Rpb1 during DNA damage stress, which could have explained their interaction (6, 12, 25). However, evidence for a function in decay also comes from the MS2–MCP tethering reporter assays. The recruitment of Def1 to an mRNA accelerated its decay and repressed its expression. Moreover, proximity labeling experiments using Def1, Not1, and Not4 as baits revealed reciprocal interactions in cells (Fig. 5 and (14)). This suggests that Def1's ability to control mRNA decay may be mediated by recruiting decay factors, such as Ccr4–Not, to mRNAs. We attempted to examine this by conducting the MS2–MCP reporter assay in a *ccr4Δ* mutant. However, we found that the expression of Def1–MCP protein in the *ccr4Δ* mutant was severely compromised, reduced to only 20% of the levels observed in WT cells (not shown), which made the assay results difficult to interpret. In addition, Def1 also labeled the decapping enzyme Dcp2, indicating that Def1 could influence this step in mRNA degradation as well. Further studies are needed to clarify how Def1 regulates these processes. The recruitment of decay factors may involve the polyglutamine-rich C terminus of the protein, as this is the location where the TID enzyme was fused.

A cryptic nucleic acid–binding domain has been identified in Def1, specifically between positions 1 and 207 (26). This domain may bind to transcripts nonspecifically; however, it is more probable that Def1 is recruited to mRNAs *via* the Ccr4–Not complex or through sequence-specific RNA-binding proteins. The Def1–TID protein biotinylated multiple sequence–specific RNA-binding proteins, including all members of the Pumilio family of RNA-binding proteins (Puf1/Jsn1, Puf2, Puf3, and Puf4) (Supplemental File 3). These proteins bind to specific sequences in the 3′ UTRs of RNAs, marking them for degradation and translational repression (27). Interestingly, Puf3 is involved in targeting and promoting the degradation of mRNAs of nuclear-encoded mitochondrial proteins (28, 29), and the mRNAs that are most sensitive to the loss of Def1 encode for mitochondrial proteins (Fig. 3, *D* and *E*).

Def1 interacts with RNP granule markers, including Ccr4–Not subunits, Edc3, Dhh1, and Lsm7. RNP granules, such as stress granules and processing bodies, are cytosolic compartments that facilitate translational repression, where mRNAs are stored alongside initiation and decay factors during times of stress (30). However, neither UV stress (12) nor nutrient stress (data not shown) induced the formation of Def1-containing foci, such as processing bodies. Recently, UBAP2/2L was identified as the putative human homolog of Def1, as it has been shown to direct the ubiquitylation of the large subunit of RNAPII, Rpb1 (31). UBAP2/2L is located in stress granules and is necessary for their formation (32, 33). While UBAP2/2L possesses a ubiquitin-binding domain similar to that of Def1, it lacks the polyQ-rich domain found in Def1. Therefore, it was unclear whether Def1 has cytoplasmic functions or if UBAP2/2L acquired these functions. Although Def1 does not form detectable cytoplasmic foci, it may regulate the partitioning of mRNAs between the repressed pool and the actively translated pool. Not4 and Not5, members of the Ccr4–Not complex, play a crucial role in this partitioning, determining the distribution of mRNAs between the soluble and insoluble fractions (34).

Our research addressed the perplexing cytoplasmic localization and the remarkably high abundance of Def1. According to the *Saccharomyces cerevisiae* database, the median abundance of Def1 is estimated to be around 21,000, but some estimates predict the copy number as high as 80,000 per cell. As mentioned earlier, DNA damage leads to the proteasomal processing of a portion of Def1, whereas a larger fraction of the unprocessed protein remains in the cytoplasm. Def1 has functions in the cytoplasm, and its presence in this part of the cell serves a purpose beyond merely preventing interference with transcription in the nucleus, as previously suggested (12). Def1 contributes to both transcription and crucial cytoplasmic functions, thereby adding it to the list of factors involved in transcription within the nucleus, as well as mRNA decay in the cytoplasm. Therefore, Def1 may play a vital role in nuclear–cytoplasmic communication by coordinating transcription and decay.

## Experimental procedures

### Yeast strains and plasmids

Strains and plasmids used in this work are contained in Tables S1 and S2, respectively. Cells were grown in rich media, 2% bactopeptone, 1% yeast extract, 20 μg/ml adenine sulfate, and 2% dextrose or synthetic dropout media made with yeast nitrogen base plus ammonium sulfate and either 2% galactose or dextrose. Gene deletions were produced by homologous recombination using PCR-generated cassettes (35). The genotypes of the mutants were screened by PCR of genomic DNA. Plasmids were sequenced. Details on the construction are available upon request.

### Growth spot assay

Yeast strains were grown to saturation at 30 °C in 5 ml of the appropriate medium. Serial dilutions were prepared in sterile distilled water, and diluted samples were spotted on plates containing the appropriate media and supplements. Plates were incubated at 30 °C for 24 h or more, as indicated in the respective figures.

### Western blotting

Samples were separated on either SDS-PAGE or Tris–acetate gradient gels, and proteins were transferred to nitrocellulose membranes by semidry transfer. Membranes were stained with Ponceau S, imaged, and then destained. Membranes were blocked in 5% milk in Tris-buffered saline with Tween-20 (50 mM Tris–HCl, pH 7.5, 0.15 M NaCl, 0.1 mM EDTA, and 0.1% Tween-20) for at least 1 h and then probed with the primary antibody in 2% or 4% milk for at least 2 h. Antibodies to Taf14 and Dhh1 have been described in other publications and are custom antibodies raised in rabbits, validated by analyzing an extract from cells with the gene deleted (14, 36). Antibodies to Def1 were raised in rabbits to a 6HIS-Def1 (1–500) fusion. The Def1 was validated by probing an extract from a *def1Δ* strain. Commercial primary antibodies used are Anti-FLAG M2 (MilliporeSigma), GFP (Y1030; UBP-Bio), and anti-HA (HA.11; BioLegend). Epitope tag antibodies were validated by including a sample from untagged cells and observing mobility changes in proteins of different sizes. Signals were detected by fluorescence or chemiluminescence (enhanced chemiluminescence) and imaged on X-ray film or a ChemiDoc MP Imaging System (Bio-Rad). Statistical analysis and graph construction were performed in GraphPad Prism (GraphPad Software, Inc).

### BioID

TID was fused to the C terminus of Def1 and truncation derivatives, using PCR-derived cassettes from pJR106 as described (14). Free TID was expressed from the *CHA1* promoter, and this strain was used as the control. Protein extraction and isolation on streptavidin magnetic beads (Pierce, ThermoFisher, catalog no.: 88817) was conducted as described (14). Biological duplicates were analyzed. Proteins were digested on the beads with 1 μg of trypsin (Promega Trypsin Gold) after alkylation with iodoacetamide overnight at 37 °C. Purified peptides were labeled with TMTpro 16plex reagents (ThermoFisher, catalog no.: A44520) per the manufacturer's recommended protocol. Peptides were analyzed on a Nano-Flow Liquid Chromatography (Thermo Easy-nLC 1200). The peptides were loaded on an Acclaim PepMap100 trapping column (75 mm × 2 cm, C18, 5 mm, 100 Å; Thermo) and separated on an Acclaim PepMap RSLC column (50 mm × 15 cm, C18, 2 mm, 100 Å; Thermo) at a flow rate of 300 nl/min in the following gradient of mobile phase B (80% acetonitrile in 0.1% aqueous formic acid): 5% to 50% B in 210 min, 50% to 90% B in 30 min. A Thermo Orbitrap Eclipse mass spectrometer was operated in a data-dependent mode using a method based on the tandem mass tag MS2 template. The resulting mass spectra were processed using Thermo Proteome Discoverer 3.1 software.

### Total RNA-Seq for steady-state mRNA levels

Cells were grown in 2% bactopeptone, 1% yeast extract, 20 μg/ml adenine sulfate, and 2% dextrose and harvested at log phase (absorbance at 600 nm = 0.8–1). Cells were washed with nuclease-free water and resuspended in AE buffer (50 mM sodium acetate [pH 5.3], 10 mM EDTA, 1% SDS). Cells were spiked with *S. pombe* cells at a ratio of 14:1. RNA was isolated using AE–phenol chloroform extraction, followed by overnight ethanol precipitation with sodium acetate. RNA samples were washed with 80% ethanol and resuspended in nuclease-free water. RNA was quantified on a Nanodrop, and the quality was verified by analysis on a Tapestation. RNA samples with RNA integrity number scores >9.0 were used. Biological replicates were analyzed.

### RNA metabolic labeling studies

The procedure is a derivative of the one used in a previous publication (37). *S. cerevisiae* cells growing in yeast extract, peptone, and dextrose were treated at log phase (absorbance at 600 nm = 0.8–1) for 6, 9, 12, 24, and 90 min with 0.65 mg/ml 4tU (MilliporeSigma). Thirty absorbance at 600 nm cultures were transferred to two volumes of ice-cold methanol on dry ice to halt 4tU incorporation. Cells were harvested by centrifugation at 3000 rpm for 3 min and resuspended in AE buffer (50 mM sodium acetate [pH 5.3], 10 mM EDTA, and 1% SDS). The *S*. *cerevisiae* cells were spiked with prelabeled *S. pombe* cells at a ratio of 1:14. *S. pombe* spike-in was generated by growing cells in yeast extract, peptone, dextrose to log phase (absorbance at 600 nm = 0.8) and treated with 5 mM 4tU for 12 min. RNA was isolated using AE–phenol, then extracted with chloroform, and finally precipitated overnight in ethanol. RNA samples were resuspended in nuclease-free water. RNA was subjected to biotinylation (120 μg RNA, 20 mM Hepes, pH 7.4, 12 μg MTSEA Biotin-XX [Biotium Co] in a final volume of 600 μl for 30 min at room temperature). Free MTS–biotin reagent was removed by phenol–chloroform–isoamyl alcohol extraction and precipitation with NaCl and isopropanol. Dynabead MyOne streptavidin C1 beads (ThermoFisher) were washed twice in high salt wash buffer (HSWB) (100 mM Tris–HCl [pH 7.4], 10 mM EDTA, 1 M NaCl) and blocked with blocking buffer (100 mM Tris–HCl [pH 7.4], 10 mM EDTA, 1 M NaCl, and 40 ng/μl glycogen), then resuspended in HSWB. Eighty micrograms of biotinylated RNA were incubated at 65 °C for 7 min, and a streptavidin pull down was performed using 100 μl blocked beads and then washed thrice with HSWB and eluted twice in 25 μl elution buffer (100 mM DTT, 10 mM EDTA, 1 M NaCl, and 0.05% Tween-20). The RNA was concentrated and quantified on a Qubit instrument (Life Technologies).

### Library preparation and NextGen sequencing

Total RNA was depleted of rRNA using the Qiagen FastSelect (catalog no.: 334215) kit. Libraries for steady-state RNA and RATE-Seq samples were prepared using the Illumina Total Stranded Library Prep kit and the Illumina UDI indexes (catalog no.: 20040529). The libraries were analyzed on TapeStation-4150 at the Genomics Core Facility, Penn State University, and were quantified using NEBNext Library Quant Kit for Illumina. Libraries were sequenced on the Illumina NextSeq 2000. Illumina P2 100-cycle reagent cartridge (#EC1591461-EC11) was used for paired-end sequencing. Reads were mapped to the sacCer3 genome using the ENCODE 3 pipeline. Spike-in reads were mapped to the *S. pombe* genome (https://www.encodeproject.org/pipelines/ENCPL002LPE/). Star was used to map the reads, and RSEM-1.2.28 was used to get estimated counts and transcripts per million (gene: Saccharomyces_cerevisiae.R64-1-1.106.ucsc.gtf). DESeq2 was used to determine the differential expression of genes (38). The truncated expected counts from the RSEM output were used as input for DESeq2. Genes with <15 reads across samples were filtered out. The *p*_adj_ value of 0.01 was used as a threshold.

### RATE-Seq data modeling

RNA reads obtained from DeSeq2 were used for nonlinear regression modeling to obtain decay rates in R using the *nls.table* function. The model for RNA decay is (18):

$$Y_{t}=Y_{eq}\left(1-e^{-\left(\propto_{\text{RNA}}-\propto_{\text{growth}}\right)\left(t\right)}\right)$$

where

Y_t_ = Amount of labeled transcript at time *t*.

Y_eq_ = Abundance of labeled transcript at a steady state

t = Labeling time

RNA decay rate constant, $\propto =\left(\propto_{\text{RNA}}-\propto_{\text{growth}}\right)$

αRNA = RNA decay rate

αgrowth = Growth rate = ln2/doubling time = 0.0077 (WT) or 0.0046 (def1Δ)

Synthesis rate was estimated in Excel from the decay rate constant using the formula:

Synthesisrate=∝[mRNA]

where mRNA abundance is estimated from steady-state read counts, assuming a total of 60,000 mRNA molecules per cell (29).

mRNA half-life was estimated in Excel from the decay rate constant using the formula:

$$\text{Half}-\text{life}=\frac{\ln\;2}{\propto }$$

### mRNA decay and transcription reporter assays

The MS2–MCP mRNA reporter assay was conducted as described in a previous publication (22). Plasmids expressing MCP fusions with Def1 were constructed from gene synthesis and PCR-generated fragments using in-fusion assembly (Takara Bio) (Table S2). Fusion proteins were driven by the *DEF1* promoter and contained its 3′UTR. MCP fusion protein expression plasmids were cotransformed with the reporter vector pJC428 or pJC2 into W303 cells (Table S1). Cells were grown in triplicate in -uracil/-leucine dropout media to an absorbance of 1.0 at 600 nm. The expression levels of the MCP fusion proteins were verified using anti-FLAG antibodies and the levels of the reporter GFP protein using anti-GFP antibodies. To calculate the levels of GFP protein, a serial dilution standard curve of an extract was included on the blots. Loading was normalized to Taf14 levels, which served as a loading control. Signals from images were quantified using ImageJ (National Institutes of Health). An unpaired *t* test was used to calculate the *p* values. Steady-state RNA levels of GFP and *ACT1* were quantified by qPCR using primers described (22). Statistical analysis and graph construction were performed in GraphPad Prism.

mRNA half-life measurements were conducted using a GAL10p-MFA2-MS2 reporter plasmid (22). To measure the half-life of the reporter mRNA, cells were grown to midlog phase in dropout media containing 2% galactose and then collected by centrifugation. After resuspension in dropout media lacking a carbon source, an aliquot was removed and quenched with a half volume of methanol chilled to −70 °C. Dextrose was then added to 4%, and aliquots were removed at different time points and quenched in methanol chilled to −60 °C. RNA was subjected to Northern blotting using random-primed biotinylated DNA probes (BioPrime Kit; ThermoFisher) to detect *MFA2*. After washing, RNA was detected using streptavidin–IR800 (catalog no.: 926-32230; Li-Cor) and scanned on a Chemidoc-MP (Bio-Rad). Blots were stripped of the *MFA2* probe and then probed with *ScR1* as a loading control.

The beta-galactosidase transcription reporter assay was conducted by cotransforming W303 cells with pSH18-34 and plasmids expressing LexA fusion proteins with Def1 (Table S2). Fusion proteins were driven by the DEF1 promoter and contained its 3′UTR. Cells were grown in triplicate in -uracil/-leucine dropout media containing 2% dextrose to an absorbance of 1.0 at 600 nm. Protein extraction and beta-galactosidase assays were performed as described in a previous publication (39).

### RT–qPCR

RNA samples were quantified on a Nanodrop and run on 1% agarose gel to confirm the quality. One microgram of RNA was treated with 1 U DNaseI for 30 min at 37 °C, followed by quenching with 5 mM EDTA at 65 °C for 10 min. RevertAid RT kit (ThermoFisher; catalog no.: FERK1622) was used for complementary DNA preparation according to the manufacturer's protocol using a mix of random and oligo dT primers. Serial dilutions of complementary DNA were used to set up qPCRs. PCRs were performed with PerfeCTa SYBR Green SuperMix and using an Agilent real-time machine. The data were analyzed using the Agilent AriaMx software and Excel.

## Data availability

Genomics data have been deposited to Gene Expression Omnibus under accession number GSE290861. Proteomics data were uploaded to MassIVE under MSV000097607.

## Supporting information

This article contains supporting information (12, 14, 18, 22, 24, 25, 40, 41, 42, 43, 44, 45, 46, 47).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Gene expression analysis and proximity labeling reveal post-transcriptional functions of the yeast RNA polymerase II regulator Def1
**Source:** J Biol Chem. 2025 Dec 5;302(2):111003. doi: 10.1016/j.jbc.2025.111003
**Supplement:** Supplemental Table 1

**Supplemental Table 1. Yeast strains**

| BY4741 | MAT a his3Δ1; leu2Δ0; met15Δ0; ura3Δ0 |  |
| --- | --- | --- |
| BY4742 | MAT alpha his3∆1; leu2∆0; lys2∆0; ura3∆0 |  |
| W303 | MAT alpha, RAD5+, ade2-11; his3-11,15; leu2-3,112; ura3-1; trp1-1; can1-100 | Zhao,X. 2002 |
| JR1951 | BY4742, CHA1p-TID-3HA::KanMx | Pfannenstein,2024 |
| JR2200 | BY4742, DEF1 (1-738)-TID-3HA:: KanMX | This study |
| JR2204 | W303, def1∆::KanMx | This study |

**References:**

Zhao X, Rothstein R. The Dun1 checkpoint kinase phosphorylates and regulates the ribonucleotide reductase inhibitor Sml1. Proc Natl Acad Sci U S A. 2002 Mar 19;99(6):3746-51.

Pfannenstein,J., Tyryshkin,M., Gulden,M.E., Doud,E.H., Mosley,A.L. and Reese,J.C. (2024) Characterization of BioID tagging systems in budding yeast and exploring the interactome of the Ccr4-Not complex. *G3 (Bethesda)*, **14**.

# Supplementary material for: Gene expression analysis and proximity labeling reveal post-transcriptional functions of the yeast RNA polymerase II regulator Def1
**Source:** J Biol Chem. 2025 Dec 5;302(2):111003. doi: 10.1016/j.jbc.2025.111003
**Supplement:** Supplemental Table 2

| # | features | description | reference |
| --- | --- | --- | --- |
| pJC428 | M/GFP-MS2-URA3 | GFP reporter | Sweet, 2012 |
| pJC2 | pGAL10-MFA2-MS2-URA3 | MFA2-MS2 reporter | Sweet, 2012 |
| pJC236 | DHH1-MS2-LEU2 | DHH1-MCP fusion | Sweet, 2012 |
| pJR106 | pFA6a-TID-HA3-KanMX6 | Turbo ID (TID) tagging | Pfannenstein, 2024 |
| pJR160 | pRS415- DEF1pr-MCP-FLAG3-DEF1 3’UTR | Free MCP expressed from the DEF1 promoter | This study |
| pJR162 | pRS415-MCP-DEF1-FLAG3-DEF1 3’UTR | DEF1-MCP (N-terminus) | This study |
| pJR164 | pRS415- DEF1pr-LexA-FLAG3-DEF1 UTR | Free LexA expressed from the DEF1 promoter | This study |
| pJR165 | pRS415-DEF1-LexA-FLAG3-DEF1 3’UTR | DEF1-LexA | This study |
| pSH18-34 | LexAop(8)-GAL1p-LACZ URA3 2μ | Lex operator reporter | Golemis, 2001 |
|  | LexA-TBP-HIS3 | LexA-TBP expression vector | Chatterjee, S. |

**Supplemental Table 2: plasmids**

**References:**

Chatterjee, S., Struhl, K. Connecting a promoter-bound protein to TBP bypasses the need for a transcriptional activation domain. *Nature* **374**, 820–822 (1995).

Golemis EA, Serebriiskii I, Finley RL Jr, Kolonin MG, Gyuris J, Brent R. Interaction trap/two-hybrid system to identify interacting proteins. Curr Protoc Cell Biol. 2001 May;Chapter 17:Unit 17.3. doi: 10.1002/0471143030.cb1703s08.

Sweet T, Kovalak C, Coller J. The DEAD-box protein Dhh1 promotes decapping by slowing ribosome movement. PLoS Biol. 2012;10(6):e1001342. doi: 10.1371/journal.pbio.1001342. Epub 2012 Jun 12.

Pfannenstein J, Tyryshkin M, Gulden ME, Doud EH, Mosley AL, Reese JC. Characterization of BioID tagging systems in budding yeast and exploring the interactome of the Ccr4-Not complex. bioRxiv 2024 May 10:2024.05.09.593354. doi: 10.1101/2024.05.09.593354.

# Supplementary material for: Gene expression analysis and proximity labeling reveal post-transcriptional functions of the yeast RNA polymerase II regulator Def1
**Source:** J Biol Chem. 2025 Dec 5;302(2):111003. doi: 10.1016/j.jbc.2025.111003
**Supplement:** Supplemental Figures and Legends

Supplementary Figure 1

A.

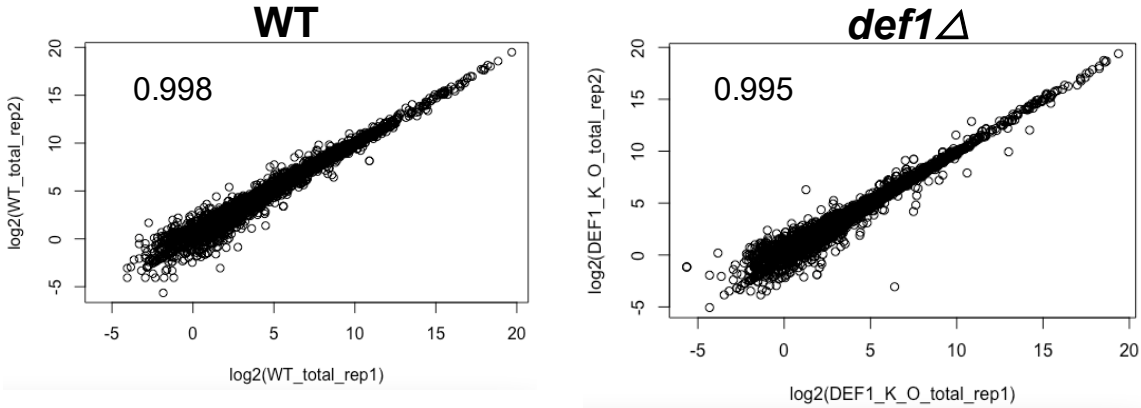

B.

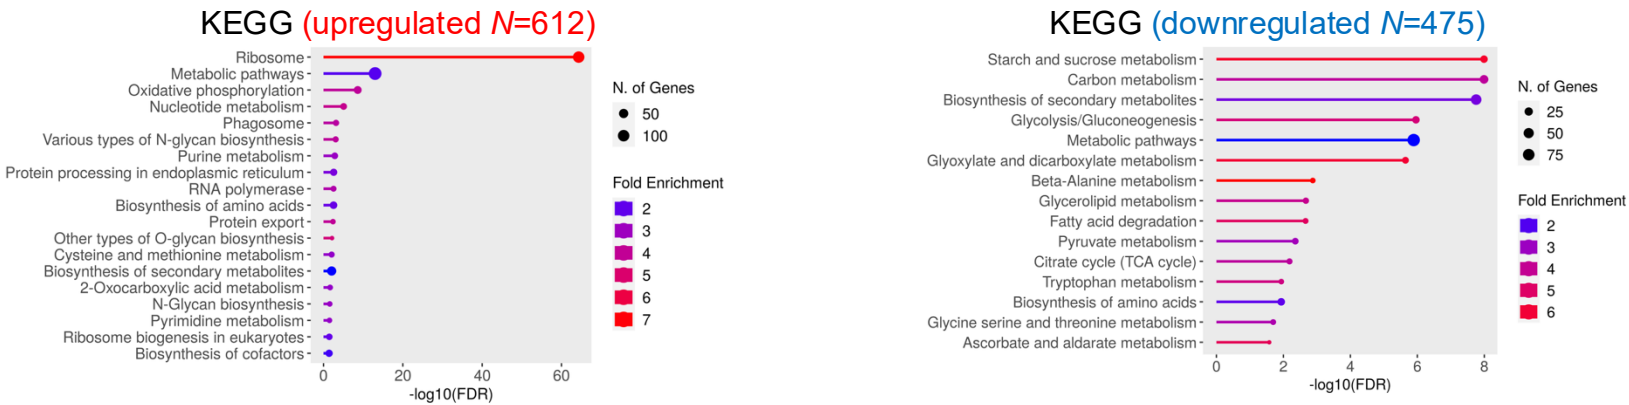

**Supplementary Figure 2**

**WT**

6 min

9 min

12 min

24 min

90 min

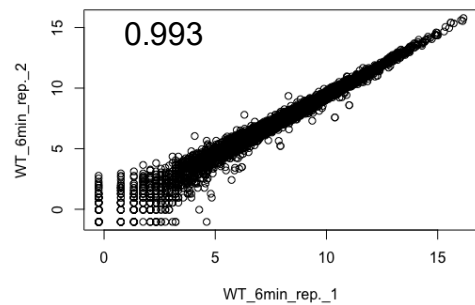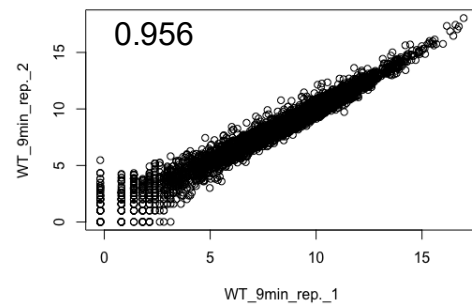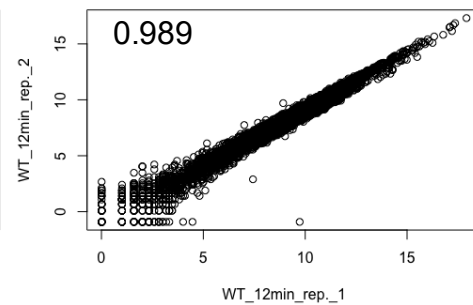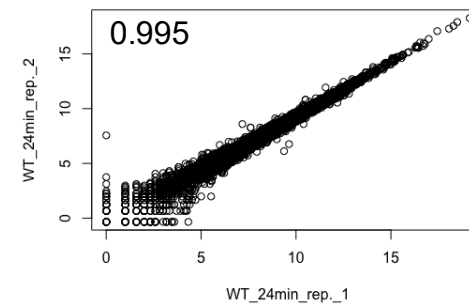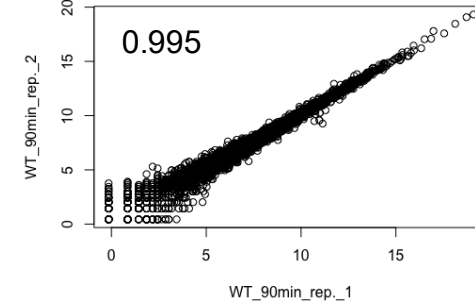

**def1Δ**

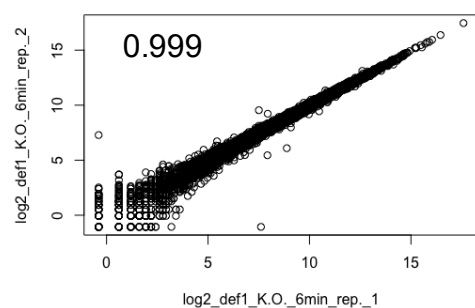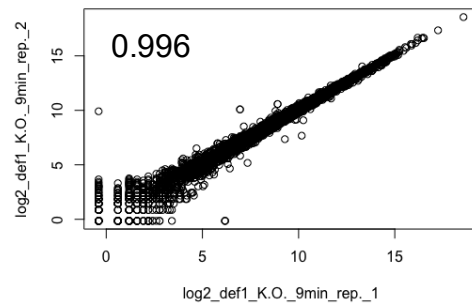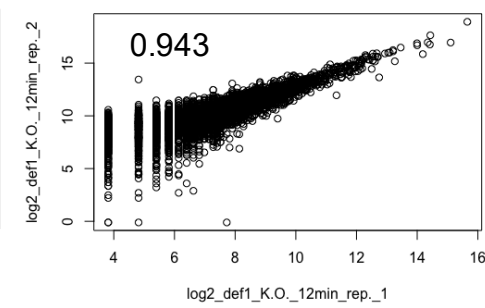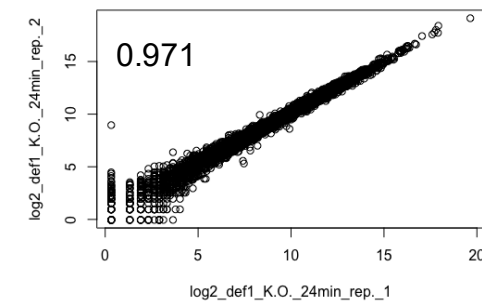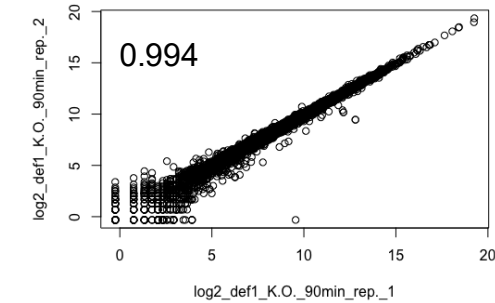

### Supplementary Figure 3

| Article                  | Approach                     | Median halflife |
|--------------------------|------------------------------|-----------------|
| Miller <i>et al.</i>     | DTA (4sU, 5mM)               | 11 min          |
| Munchel <i>et al.</i>    | 4TU pulse-chase (4TU, 0.2mM) | 18 min          |
| Neymotin <i>et al.</i>   | RATE-seq (4TU, 0.5mM)        | 10 min          |
| Presynak <i>et al.</i>   | RNAPII inactivation          | 7.4 min         |
| Chan <i>et al.</i>       | 4-TU pulse only (4TU, 1mM)   | 3.6 min         |
| Alalam <i>et al.</i>     | SLAM-seq (4TU, 0.2mM)        | 9.4 min         |
| Baudrimont <i>et al.</i> | Promoter shutdown            | 2 min           |
| This study               | RATE-seq (4TU, 5 mM)         | 2.7 min         |

Supplementary Figure 4

**A.**

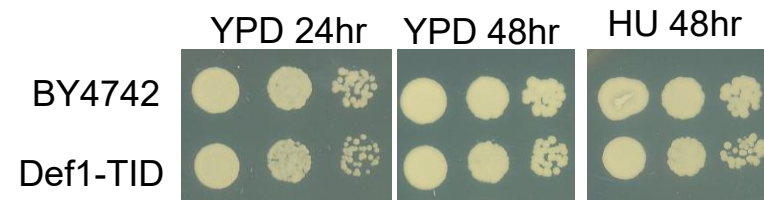

**B.**

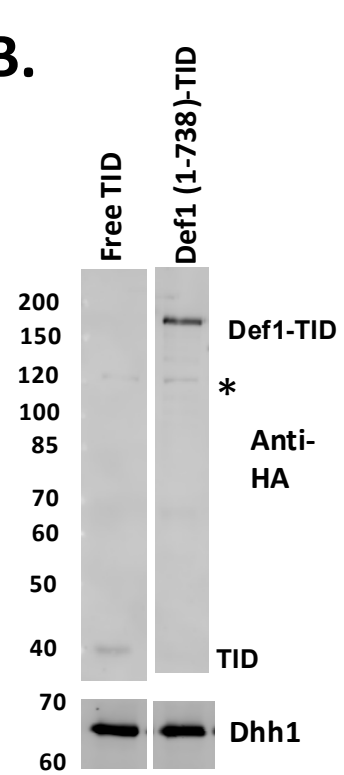

**C.**

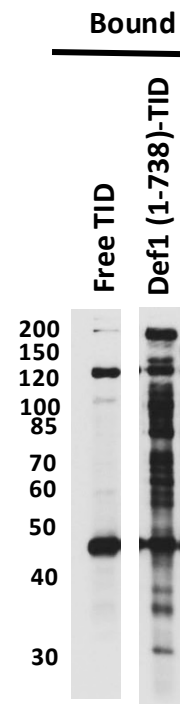

Supplementary figure 5

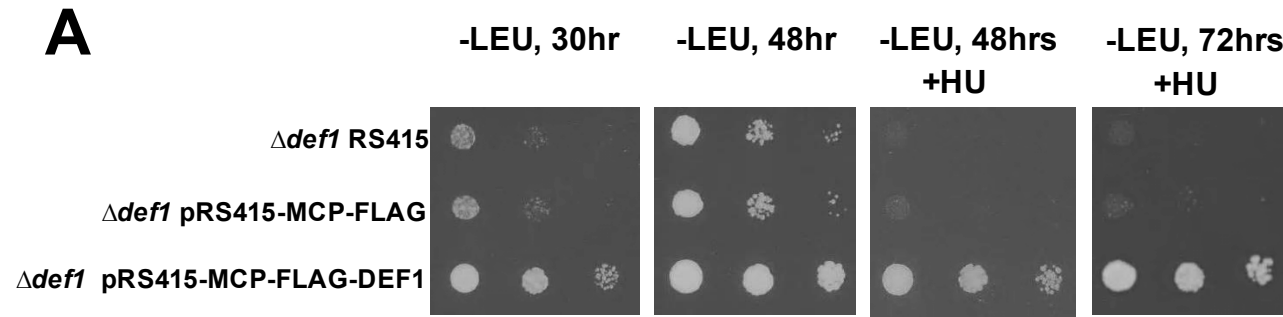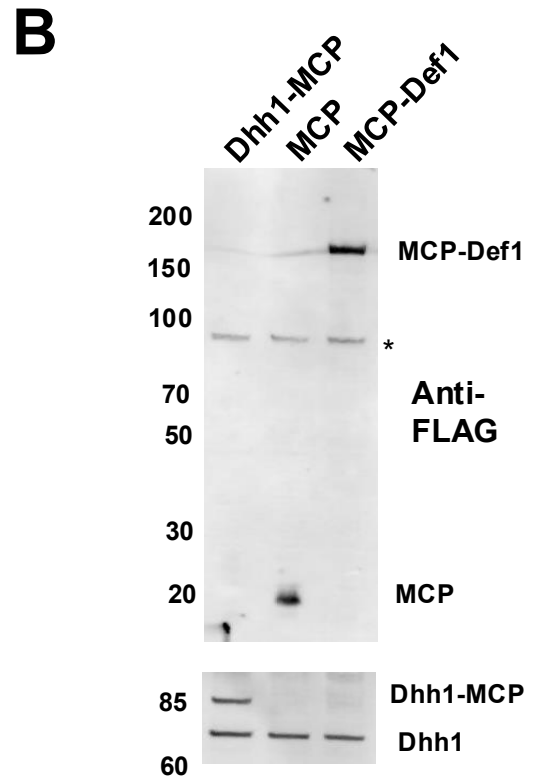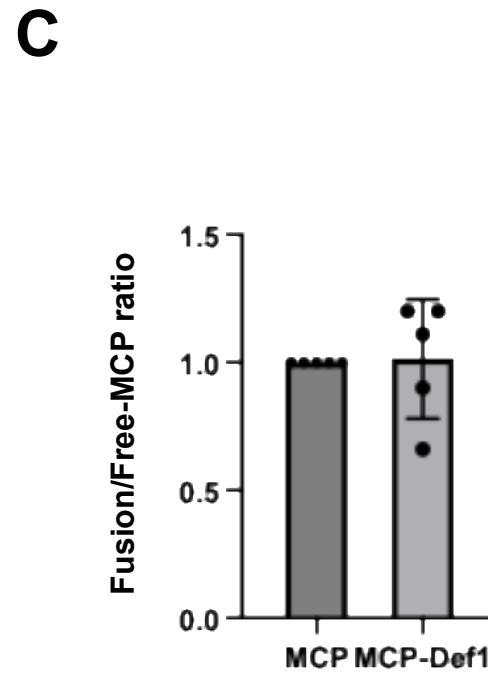

Supplementary figure 6

**A**

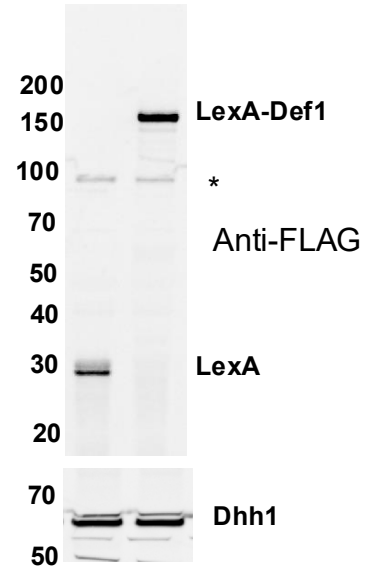

**B**

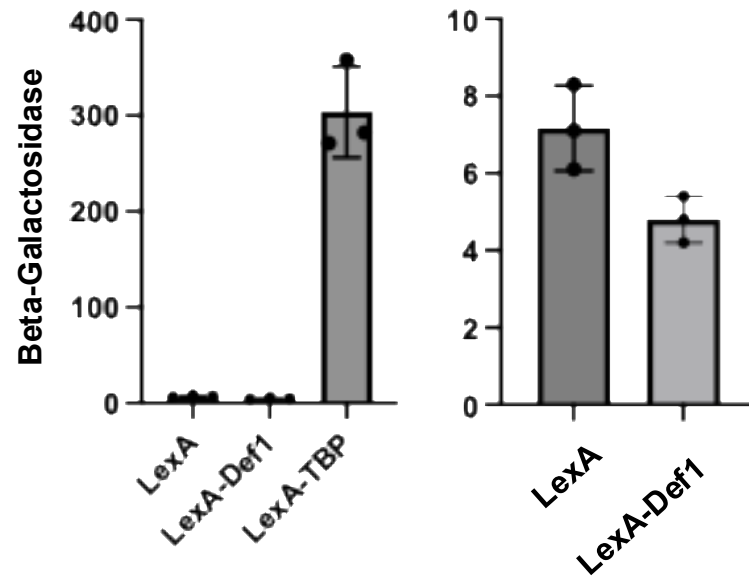

## Supplemental figure legends

**Supplemental Figure 1.** (A). Correlation of biological replicates of total RNA-seq reads. The reads (FPKM) from biological replicates of each strain were plotted in a scatterplot. Pearson correlation coefficients were determined for the reads. ShinyGO 0.8 was used to identify GO terms for KEGG pathways of transcripts with an FC>2, and  $p_{adj}<0.01$

**Supplemental Figure 2. Correlation of RATE-seq reads between biological replicates.** RATE-seq reads from biological replicates at each labeling time point (6 min, 9 min, 12 min, 24 min, 90 min) were plotted on a scatterplot. Pearson correlation coefficients between replicates were calculated and displayed on the respective plots.

**Supplemental Figure 3. Comparison of the median RNA half-life from this and other studies.** The differences in the methods and conditions are shown for comparison, since this can affect the value estimated from the studies. (MILLER et al. 2011; MUNCHEL et al. 2011; NEYMOTIN et al. 2014; PRESNYAK et al. 2015; BAUDRIMONT et al. 2017; CHAN et al. 2018; ALALAM et al. 2022).

**Supplemental figure 4. Turbo-ID shows that Def1 labels proteins in the cell.** (A). Spot test of wild type (BY4742) and Def1-TID-3HA cells (JR2200). Serial dilutions of saturated cultures were spotted onto YAPD and YAPD+ 75 mM hydroxyurea (HU). (B). Western blot of free TID-3HA expressed from the *CHA1* promoter (JR1951) and Def1-TID-3HA (JR2200). Dhh1 is used as a loading control. The asterisk indicates a protein cross-reacting with the HA antibody. (C). A representative streptavidin-pull-down. Proteins were eluted with SDS-PAGE loading buffer containing 3 mM biotin, separated on SDS-PAGE gels, and transferred to nitrocellulose. Biotinylated proteins were then detected using streptavidin-HRP.

**Supplemental Figure 5: Supporting information for mRNA and promoter tethering experiments.** (A). Complementation assay. A *def1*Δ strain (JR2204) was transformed with the plasmids indicated on the left. Cells were serially diluted and spotted on the

media indicated above the panel. HU was used at a concentration of 75 mM. (B). Representative western blot of cells expressing MCP, MCP-Def1 and Dhh1-MCP. The upper blot was probed with anti-FLAG (M2). The lower blot was detected using anti-Dhh1 antibody. Asterisk marks a cross-reacting band. A 3X-FLAG epitope was incorporated into the MCP and MCP-Def1 fusion proteins. Dhh1-MCP is not FLAG tagged and is not detected by the M2 antibody. (C). Quantification of the expression of the MCP fusion proteins. The proteins were detected using anti-FLAG antibodies. Total amounts of protein were controlled for by blotting for Taf14. The average expression of the MCP-Def1 fusion protein, relative to the amount of free MCP, which was set to 1.0. Average with standard deviations (N=5) is presented.

**Supplemental Figure 6. Promoter tethering assay.** (A). Anti-FLAG western blot.

Dhh1 is the loading control (B). LexA- transcription activation reporter assay. (left) A Beta-galactosidase reporter gene driven by the *GAL1* core promoter containing 8 lexA binding sites (GOLEMIS et al. 2001) was co-transformed with plasmids expressing “free” LexA , LexA-Def1, and LexA-TATA-binding protein (TBP). LexA-TBP is a positive control, which drives expression by increasing PIC formation (CHATTERJEE AND STRUHL 1995) Three biological replicates were analyzed. (right) Plotting only the free LexA and LexA-Def1 derivatives to display the details on Beta-galactosidase expression.

**References:**

- Alalam, H., J. A. Zepeda-Martinez and P. Sunnerhagen, 2022 Global SLAM-seq for accurate mRNA decay determination and identification of NMD targets. *RNA* 28: 905-915.
- Baudrimont, A., S. Voegeli, E. C. Vioria, F. Stritt, M. Lenon *et al.*, 2017 Multiplexed gene control reveals rapid mRNA turnover. *Sci Adv* 3: e1700006.
- Chan, L. Y., C. F. Mugler, S. Heinrich, P. Vallotton and K. Weis, 2018 Non-invasive measurement of mRNA decay reveals translation initiation as the major determinant of mRNA stability. *Elife* 7.
- Chatterjee, S., and K. Struhl, 1995 Connecting a promoter-bound protein to TBP bypasses the need for a transcriptional activation domain. *Nature* 374: 820-822.

- Golemis, E. A., I. Serebriiskii, R. L. Finley, Jr., M. G. Kolonin, J. Gyuris *et al.*, 2001 Interaction trap/two-hybrid system to identify interacting proteins. *Curr Protoc Cell Biol* Chapter 17: Unit 17 13.
- Jiang, H., M. Wolgast, L. M. Beebe and J. C. Reese, 2019 Ccr4-Not maintains genomic integrity by controlling the ubiquitylation and degradation of arrested RNAPII. *Genes Dev* 33: 705-717.
- Li, F., Xing, X., Xiao, Z., Xu, G. and Yang, X. (2020) RiboMiner: a toolset for mining multi-dimensional features of the translome with ribosome profiling data. *BMC Bioinformatics*, **21**, 340.
- Miller, C., B. Schwalb, K. Maier, D. Schulz, S. Dumcke *et al.*, 2011 Dynamic transcriptome analysis measures rates of mRNA synthesis and decay in yeast. *Mol Syst Biol* 7: 458.
- Munchel, S. E., R. K. Shultzaberger, N. Takizawa and K. Weis, 2011 Dynamic profiling of mRNA turnover reveals gene-specific and system-wide regulation of mRNA decay. *Mol Biol Cell* 22: 2787-2795.
- Neymotin, B., R. Athanasiadou and D. Gresham, 2014 Determination of in vivo RNA kinetics using RATE-seq. *RNA* 20: 1645-1652.
- Pfannenstien J, T. M., Gulden ME, Doud, EH, Mosley, AL and Reese, JC, 2024 Characterization of BioID tagging systems in budding yeast and exploring the interactome of the Ccr4-Not complex. [preprint] bioRxiv.
- Presnyak, V., N. Alhusaini, Y. H. Chen, S. Martin, N. Morris *et al.*, 2015 Codon optimality is a major determinant of mRNA stability. *Cell* 160: 1111-1124.
- Wilson, M. D., M. Harreman, M. Taschner, J. Reid, J. Walker *et al.*, 2013 Proteasome-Mediated Processing of Def1, a Critical Step in the Cellular Response to Transcription Stress. *Cell* 154: 983-995.

How the deposited data were processed for this re-analysis (not part of the article)

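Processed data of 3 yeast experiments were used. Steady-state total RNA was measured in 2 WT and 2 *def1Δ* libraries. RATE-Seq was measured in 18 libraries of the same strains at 6, 9, 12, 24 and 90 min of 4tU labeling. Ribosome profiling, which the paper does not report, has input RNA and footprints of WT, *def1Δ* and *dhh1Δ* cells in 3 columns each. Samples were grouped by their labels. The 12 min RATE-Seq libraries of replicate 1 did not meet the authors' quality control and were left out, apart from an alternative over part of File S2.

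For steady-state RNA and RATE-Seq, the authors mapped reads with STAR to sacCer3 and deposited RSEM estimated counts per gene with no normalization, for 7127 genes. For ribosome profiling they deposited whole counts for 6613 genes, and the paper's text does not name how these were made. The labels give the WT and *def1Δ* footprint samples as sequencing runs, while the columns are barcoded replicates of a pooled library, so no column could be matched to a sample. The footprint columns were used as 3 replicates per strain, and whether they are separate cultures is not known. The *dhh1Δ* footprints were used only as values per column. Estimated counts were rounded to whole numbers. Library totals ran from 9954503 to 14243535 for steady-state RNA, from 6026474 to 16318100 for RATE-Seq, from 14894073 to 45654269 for input RNA and from 1984692 to 8635312 for footprints. A gene with a count near 0 can be called only as a bound, taken here as 3 counts over the libraries of a strain, for counting error alone.

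Coordinates are those of the RefSeq R64 assembly, the release behind the authors' annotation, and locus tags there matched 6047 of the 7127 and 5930 of the 6613 genes. Genes that matched no locus tag were tested under their own identifiers.

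Differential expression was tested with edgeR 4.0.16 (quasi-likelihood, TMM, Benjamini-Hochberg adjustment) in R 4.3.3, over genes with at least 15 counts in all libraries of the comparison. Calls needed an adjusted p under 0.01 and an absolute log2 fold change above 1. The 6 min RATE-Seq comparison used the authors' spike-in factors. DESeq2 1.42.0 was an alternative. On simulated counts with 200 genes changed by 2 on the log2 scale, edgeR recovered 199 for steady state over 6055 genes, with 3 false calls, and 200 for RATE-Seq at 6 min over 6137 genes, with 4. Both simulations were scaled by TMM and held no shift in spike-in level between libraries. They therefore do not measure the false calls of the 6 min comparison, which used spike-in factors. Gene sets were tested with camera and fry of limma 3.58.1. Translational efficiency was tested as the interaction of strain and kind of library in a single fit.

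RATE-Seq rates were fitted, with the growth rate subtracted from the fitted exponent, which the paper's formula does not do, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and with minpack.lm 1.2.4 as an alternative. Of 5360 simulated transcripts, 200 were made with no change and the others with a rate that differed 3 times between strains. The median fold recovered was 1.01 for the former and 2.95 for the latter. The simulated values had an independent spread of 15% and no shift of whole libraries, which the data do have. The authors' spike-in factors come from the parts of Files S1 and S2 used here, which hold 1998 and 1542 genes.

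The genes named in the text are *DEF1*, *DHH1* and, apart from these, for each comparison the 3 called nuclear genes with the largest rise and the 3 with the largest fall among those with a mean of at least 100 counts and no overlap between replicates of the 2 strains. Other genes named in the closing section were chosen after their values were seen, apart from the lists of mating-type genes and of 7 nuclear genes written for a test. The GO and ESR lists were not used here. Alternatives covered the scaling, the tool, count filters, cutoffs, labeling times, growth correction, fitting method and each replicate left out. BioID and tethering experiments were not analysed here.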

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

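The tests on the mitochondrial segment, on library preparation and on mislabelled samples, and the shifts and shared calls under the length and GC corrections, were chosen only after the results had been seen. The test on nuclear genes tied to mitochondrial damage and those on library size, gene length, GC content, other splits and mating-type genes were set before the values they measure were seen.

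Ribosome profiling libraries, which the paper does not report, gave a signal in both mutants. In input RNA, 635 of 6434 genes were called in *def1Δ* over WT (373 higher, 262 lower) and 581 in *dhh1Δ* (413 higher, 168 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In footprints, 591 of 5601 genes were called in *def1Δ* (362 higher, 229 lower). Thinning to the smallest library gave 591, 585 and 580 calls. Gene length and GC content were known for a part of the genes, which held 588, 562 and 590 of the calls. Over these, removing the trend on gene length gave 590, 572 and 555 calls, of which 548, 533 and 498 were made before too, and moved genes by a median of 0.08, 0.04 and 0.10 on the log2 scale. Removing that on GC content gave 584, 573 and 591, of which 536, 536 and 575 were made before too, with median shifts of 0.08, 0.05 and 0.02. These values argue against library size, length and GC as the whole cause. Of the 10 splits of 6 libraries, only the real split gave as many calls in each comparison (1 of 10), and the next split gave 0. A share under 0.1 is not possible with 3 against 3, so chance cannot be excluded by splits. With total counts in place of TMM, 77.3% of the footprint calls were higher, against 61.3%, and the median over all genes moved from 0.01 to 0.18.

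Translational efficiency was called for 23 of 5573 genes in *def1Δ*, 20 higher and 3 lower by the same test. Only the real split gave as many calls (1 of 10), which again cannot exclude chance. Without WT footprint column 2 or 3 there were 11 calls, without *def1Δ* column 2 there were 14, and with total counts as scaling 38. The footprint and translational efficiency calls take the 3 columns per strain as replicates, and whether these are separate cultures is not known. The columns had no batch information, and no biological explanation was tested.

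The *dhh1Δ* input RNA differed from WT in mating-type genes. *MF(ALPHA)1* had a log2 fold change of 9.92, with 1305 ± 160 CPM (SD, n = 3) against 1.26 ± 0.582 in WT. Of 7 further mating-type genes not looked at before, 7 moved in every library as a strain of the other mating type would. A candidate explanation is that the *dhh1Δ* strain is MAT alpha and WT is MAT a. *DHH1* was 80.6 ± 8.59 CPM in *dhh1Δ* against 255 ± 54.5 in WT. The highest value in a library labelled *dhh1Δ* was 88.1, below every WT library, which argues against a mislabelled sample. It is not near 0, whereas *DEF1* in input RNA was 6.04 ± 1.37 CPM (SD, n = 3) in *def1Δ* against 847 ± 157 in WT, and the extent of the *DHH1* deletion was not tested. If the strains do differ in mating type, the *dhh1Δ* changes combine that with the deletion, and the design does not part them. In input RNA the changes in *def1Δ* and *dhh1Δ* had a rho of 0.658 across genes, above the largest value of 0.498 from simulated unchanged strains against the same WT libraries.

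The effect of *def1Δ* differed between steady-state RNA and ribosome profiling input RNA. An interaction term in edgeR's quasi-likelihood fit of both experiments called 347 of 5781 genes. The stress genes rose by 1.03 more (median, log2) in steady-state RNA, with fry's adjusted p = 0.0064, and 4 of 12 were called higher and 1 lower. Ribosomal protein and ribosome biogenesis genes had median differences of -0.80 and -0.52, with fry's adjusted p = 0.10 and 0.13. The experiments differ in cultures, library preparation and counting, so the strain effect cannot be separated from these, and this was not tested further.

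The mitochondrial genome genes had a median difference of -9.21 on the log2 scale between the experiments (fry's adjusted p = 1.5e-04), with 10 of 20 called lower in steady-state RNA. Of the 20 genes, 11 had under 3 counts over the steady-state *def1Δ* libraries, where a fitted fold depends on the prior count. With such genes at 3 counts over the libraries of a strain, the median difference was -5.40. Between positions 6546 and 50097 of the mitochondrial genome, 16 genes held 75646 counts in WT and 80 in *def1Δ* libraries. Between 58009 and 85777, 7 genes stayed, with log2 ratios from -1.03 to 1.07. The median log2 ratio was -0.31 over the 14 of the 16 genes with a value in input RNA and -0.23 over the 15 with a value in RATE-Seq. The highest *DEF1* value of 0.193 CPM in *def1Δ* argues against a mislabelled sample. Of the 8 mitochondrial genome genes with a mean of at least 100 CPM in WT, 5 fell, 3 of them overlapping at *COX1*, and 3 stayed. Among the 7 with more than 3 counts in *def1Δ*, the log2 ratio ran from -10.71 (*COB*) to 1.02 (*COX3*), a range of 11.73. *COX3* had 1329 and 1238 CPM in *def1Δ* and 605 and 660 in WT. A preparation that recovers little mitochondrial RNA would lower these transcripts alike, so the range argues against it as the whole cause. A loss in preparation of some mitochondrial transcripts only was not tested. Loss of that segment of mitochondrial DNA in the steady-state cultures may explain the pattern, but the test is undecided. The 3 rules were tried in turn, all after the values were seen. Each gene on its own gave an exact p of 9.7e-04 over 18 genes, which overlap and are not independent. Overlapping genes merged gave 0.114 over 8 loci, and adding tRNAs and low counts, with a looser limit, gave 0.0152 over 12 loci. The last rule was adopted after the second had been seen to miss 0.05, so 0.0152 is not given more weight than 0.114. A list of 7 nuclear genes tied to mitochondrial damage had a median difference of 0.30, at the 97.87 percentile of 10000 random lists. Only 4 of the 7 rose, so this does not decide either.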

How the results depend on the processing

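The rate fit without the tolerance follows the rule written before the data were seen, and the main fit has a tolerance set later. Alternatives chosen after the data were seen include plateau times decay rate in spike-in units. They also include the transcripts of File S2 with or without the libraries that did not meet quality control. For footprints they are DESeq2, the count filters and left-out columns. The last are left-out libraries for gene sets, agreement and mitochondrial ribosomal protein genes. All others were chosen before the data were examined. Of 711 alternatives over 70 results, no result past its threshold reversed its direction, 630 stayed within the limits set, 61 moved, 19 fell short of a cutoff and 1 newly passed it. *DHH1*, which was not called, lay on either side of 0, from -0.10 to 0.17 in *def1Δ* input RNA and from -0.15 to 0.09 in footprints.

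Steady-state calls (528 higher, 586 lower) became 1 and 12 with spike-in size factors in edgeR and 22 and 17 with those factors in DESeq2. The WT spike-in factors differ 3.76 times, and the same factors widen the spread of WT. Without the fold cutoff there were 931 and 993, from a looser rule by construction. With each library left out there were 206 to 677 higher and 101 to 654 lower, the fewest without *def1Δ* replicate 2 and the most without WT replicate 2. The cause was not tested. The 6 genes named lost the call in edgeR with spike-in size factors, *CHA1* in DESeq2 with them, and *AAD6* and *ATR1* without either *def1Δ* library. Gene sets kept direction and camera call under every alternative.

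At 6 min of labeling (801 higher, 209 lower), TMM gave 749 and 622, and left-out libraries gave 14 to 1996 higher and 6 to 497 lower. *EPL1* and *AFB1* lost the call without either *def1Δ* library, YMR046C in DESeq2 and without *def1Δ* replicate 1, and *DHH1* gained it without WT replicate 1. The cause was not tested.

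The fold in median decay rate and in half-life (2.73) became 2.53 with CPM, 3.20 without the 90 min libraries, 3.20 over transcripts with at least 50 normalized counts, 1.92 over each strain's own transcripts, 2.98 with least squares on log values and 3.17 with Levenberg-Marquardt. Left-out replicates gave 2.75 to 2.91. Without the tolerance it was 3.50. Over the part of File S2 used here it was 3.63 with the quality control libraries (1009 transcripts) and 2.72 without them (929). The fold in synthesis (3.52) became 4.12 without 90 min, 2.07 over own transcripts, 4.45 with Levenberg-Marquardt, 4.47 with the *def1Δ* total scaled by spike-in, and 3.18 to 3.65 with a replicate left out. Without the tolerance it was 5.08, and with plateau times decay rate 1.54. Over that part of File S2 it was 3.97 with the quality control libraries and 3.52 without them. The correlation of the decay and synthesis changes (0.590) became 0.672 with CPM, 0.801 without 90 min, 0.530 with at least 50 counts, 0.753 with Levenberg-Marquardt, and 0.613 to 0.656 with a replicate left out. Without the tolerance it was 0.856, and with plateau times decay rate 0.473. The cause was not tested.

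Mitochondrial ribosomal protein genes in the top 20% for synthesis had an odds ratio of 0.664 without 90 min and 0.457 with CPM, neither past the test. The decay enrichment held under each alternative. RATE-Seq replicate r on untransformed counts was 0.995 at the median but 0.956 in WT at 9 min and 0.969 in *def1Δ* at 24 min, below the values on the log2 scale. The rho of steady-state and input RNA changes (0.546) was 0.661 for genes with a mean of at least 100 counts, and 0.524 to 0.560 with a library left out. Footprint calls with total counts were 476 higher and 140 lower, and translational efficiency calls 36 and 2. With a footprint column left out, the latter were 9 to 29 higher and 1 to 4 lower. The cause was not tested.

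The replicate numbers did not clearly pair the samples in steady-state RNA, in RATE-Seq at 6 min or in input RNA. Other labeling times and footprints were not tested. From replicate 1 to 2 the median decay rate rose in both strains, from 0.203 to 0.331 per min in WT and from 0.0738 to 0.114 in *def1Δ*. Pairing over the other labeling times thus stays open. Deviations of same-numbered libraries had a correlation of 0.022 in steady-state RNA, 0.158 at 6 min, 0.381, 0.091 and 0.423 in *def1Δ* input RNA, and 0.117, -0.65 and 0.322 in *dhh1Δ*. With the number as a block, calls were 542 and 588 in steady-state RNA, 594 and 193 at 6 min, 390 and 284 in *def1Δ* and 434 and 162 in *dhh1Δ* input RNA. Fry's adjusted p with the block was 0.103 for ribosomal protein, ribosome biogenesis and mitochondrial ribosomal protein genes, 0.014 for stress genes and 0.032 for trehalose and glycogen and for mitochondrial genome genes. The alternatives with the 2 quality control libraries over all genes and with each footprint run on its own were not run. Genes under about 15 counts cannot be judged at this depth.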

Differences from the paper's values

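The comparison of the counts with the lists and fold column of File S1 was chosen after the values were seen. The tolerance in the main rate fit was also set then.

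The paper gives a correlation of 0.834 between the changes in decay and synthesis rate, and the value here was 0.590. The SD of the 2 replicate values, 0.656 and 0.613, was 0.031. Under every alternative set before the data were examined, apart from the fit without the tolerance, the difference stayed larger than that SD. The closest of these was 0.801 without the 90 min libraries, whose gap to the paper's value is smaller than the difference between those replicates. The fit without the tolerance, which is the rule written before the data were seen, gave 0.856. That lies within the SD of the paper's value.

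The paper gives an R squared of 0.99 or more for steady-state replicates, and the value for WT here was 0.982. On untransformed CPM, set before the data were examined, it was 0.985, which also stayed apart. For *def1Δ* it was 0.989 and did not. The legend of Fig. S1 names Pearson coefficients of FPKM, which were not computed here. Pearson's r itself was 0.991 in WT on the log2 scale and 0.993 on untransformed CPM, both above the paper's 0.99.

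The paper states that transcripts with ribosomal functions are upregulated in *def1Δ* and that carbohydrate metabolism is downregulated. By the deposited counts, each of the 612 transcripts in its upregulated list was lower in *def1Δ*, and 567 of them were called lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of the 473 transcripts used here of its downregulated list was higher, and 464 were called. In ribosome profiling input RNA, 542 of 604 and 417 of 447 went the same ways as the counts. The fold column of File S1 gives *DEF1* itself 9.56, while log2 of the *def1Δ* over WT counts was -7.75. If Fig. 2 used the same lists, the genes it places with the rESR were lower in *def1Δ* by the counts. Those it places with the iESR were higher. That is the direction of a stress response, so the paper's inference of no stress would not follow from the overlaps.

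The paper states that every differentially expressed transcript is an mRNA. Of the genes called here, 5 snRNAs or snoRNAs, 1 tRNA and 4 other RNAs were higher and 3 snRNAs or snoRNAs lower. The paper normalizes steady-state RNA to *S. pombe* reads. The baseMean column of File S1 was rebuilt from the counts with factors of 0.881, 1.10, 0.875 and 1.21, while its spike-in normalized reads have size factors of 0.628, 2.36, 1.28 and 1.49.

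In Fig. 3, D and E, the paper lists mitochondrial translation among the processes most affected for synthesis and for decay. Here 31 of 67 mitochondrial ribosomal protein genes were in the top 20% for the fall in decay rate and 2 of 67 for synthesis. The paper's strain table gives W303, the parent of the *def1Δ* strain listed there, as MAT alpha and BY4741 as MAT a. The paper's text does not name the WT strain of the sequencing, and the sample labels name W303. Mating-type genes specific to a cells summed to 948 ± 110 CPM (SD, n = 2) in steady-state WT libraries, against 113 ± 22.7 for those specific to α cells. In *def1Δ* libraries the sums were 324 ± 30.6 and 70.7 ± 5.60 CPM (SD, n = 2).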

Other observations

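The tests on the sign of File S1, an exchange of labels, the scaling of the gene sets, CPM, plateau times decay rate and a MAT alpha *def1Δ* strain were chosen only after the result was seen. The others in this part were set before the value they measure was seen.

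The fold column of File S1 had a Pearson's r of -0.957 with log2 of *def1Δ* over WT counts across 1992 genes, and 0% of them had the same sign, which is consistent with a column that gives WT over *def1Δ*. An exchange of strain labels is argued against by *DEF1*, whose lowest value in a library labelled WT was 100.2 CPM. The sign of the set medians did not turn on the choice among TMM, RLE and spike-in factors. The median log2 fold change of the ribosomal protein genes was -1.31, -1.35 and -1.78 under these, and that of the stress genes 2.57, 2.54 and 2.34. With spike-in factors neither set passed 0.05 under fry.

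The correlation of decay and synthesis changes was no larger than its shared term gives. With mRNA changes permuted the median rho was 0.674, above the measured 0.590. The measured correlation is therefore consistent with the decay rate entering both axes, and it does not by itself tell buffering from that shared term. When the 2 axes came from different replicates, rho was 0.386 and 0.255.

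Technical explanations of the lower decay rate in *def1Δ* were weighed. With each of the 18 libraries left out, the smallest fold was 2.12, which argues against a single library with an off factor. With the fitted exponent used directly, as the paper's formula is written, it was 2.68, which argues against the growth correction. Over transcripts with a WT rate under the median, the fold was 2.34, which argues against poorly determined fast rates. With CPM it was 2.53 over fewer transcripts, but CPM fix the total of each library, so the spike-in scaling cannot be told apart from this value. A strain effect on decay stays open as a hypothesis, as does a difference in 4tU uptake, which was not tested.

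The lower synthesis rate in *def1Δ* depends on the number of mRNAs per cell assumed. With the *def1Δ* total scaled by the steady-state spike-in factors, which gave 0.787 of the WT total, the fold rose from 3.52 to 4.47. The size factors of the 2 WT libraries were 0.628 and 2.36, and those of *def1Δ*, 1.28 and 1.49, lay between them. Whether that scaling raises or lowers the fold is thus not settled. With plateau times decay rate in spike-in units it was 1.54, and 1.80 and 1.25 in replicates 1 and 2. These folds all take the fitted decay rate as a factor. RNA labeled for 6 min does not pass through the decay model. With spike-in factors, 801 genes were higher and 209 lower in *def1Δ* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change over all genes was 0.28. It was 0.03 without WT replicate 2, 0.62 without WT replicate 1 and -0.02 with TMM. Without replicate 1 or 2 of *def1Δ* it was 0.25 or 0.32. At the median fitted rates, WT had reached 79.4% of its plateau by 6 min and *def1Δ* 44.5%, so decay also shapes the 6 min level. That level cannot decide whether synthesis fell. The lower synthesis rate in *def1Δ* thus rests on the fitted decay rate, and its size on the scale used. These values do not show a fall in synthesis apart from that rate. The plateau itself was 1.88 times higher in *def1Δ*.

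After *AFB1* had been seen to fall in RATE-Seq at 6 min, 11 further mating-type genes were tested for a MAT a *def1Δ* strain and a MAT alpha WT. Only 3 moved that way in every library. WT libraries hold more of the genes specific to a cells than of those specific to α cells, by at least 5.53 times in summed CPM, so this direction was the wrong one to test. For the other direction, a MAT alpha *def1Δ* strain and a MAT a WT, 7 of the 11 genes moved that way in every library. The genes specific to a cells nevertheless exceeded those specific to α cells by at least 12.4 times in each *def1Δ* library of RATE-Seq, which argues against a strain of the other mating type. The cause of the lower levels was not tested.

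The *def1Δ* changes in steady-state and input RNA, from separate cultures, had a Spearman's rho of 0.546 across 5781 genes, which are not independent replicates, and 291 of 293 genes called in both had the same sign. For footprints against input RNA of *def1Δ*, rho was 0.692 and 378 of 378 had the same sign.

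In *def1Δ* input RNA the largest rises were in *OYE3* (5.10 on the log2 scale), *HSP12* (4.96) and *PIR3* (4.33), and, apart from *DEF1*, the largest falls in *PHM6* (-3.62), *FRE4* (-3.60) and *FUS1* (-2.87). Each of the 6 had the same direction in all 3 libraries, which the choice of genes with no overlap between replicates required.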
